# A transcriptional regulatory network of *Rsv3*-mediated extreme resistance against *Soybean mosaic virus*

**DOI:** 10.1371/journal.pone.0231658

**Published:** 2020-04-21

**Authors:** Lindsay C. DeMers, Neelam R. Redekar, Aardra Kachroo, Sue A. Tolin, Song Li, M. A. Saghai Maroof

## Abstract

Resistance genes are an effective means for disease control in plants. They predominantly function by inducing a hypersensitive reaction, which results in localized cell death restricting pathogen spread. Some resistance genes elicit an atypical response, termed extreme resistance, where resistance is not associated with a hypersensitive reaction and its standard defense responses. Unlike hypersensitive reaction, the molecular regulatory mechanism(s) underlying extreme resistance is largely unexplored. One of the few known, naturally occurring, instances of extreme resistance is resistance derived from the soybean *Rsv3* gene, which confers resistance against the most virulent *Soybean mosaic virus* strains. To discern the regulatory mechanism underlying *Rsv3*-mediated extreme resistance, we generated a gene regulatory network using transcriptomic data from time course comparisons of *Soybean mosaic virus*-G7-inoculated resistant (L29, *Rsv3*-genotype) and susceptible (Williams82, *rsv3*-genotype) soybean cultivars. Our results show *Rsv3* begins mounting a defense by 6 hpi via a complex phytohormone network, where abscisic acid, cytokinin, jasmonic acid, and salicylic acid pathways are suppressed. We identified putative regulatory interactions between transcription factors and genes in phytohormone regulatory pathways, which is consistent with the demonstrated involvement of these pathways in *Rsv3*-mediated resistance. One such transcription factor identified as a putative transcriptional regulator was MYC2 encoded by Glyma.07G051500. Known as a master regulator of abscisic acid and jasmonic acid signaling, MYC2 specifically recognizes the G-box motif (“CACGTG”), which was significantly enriched in our data among differentially expressed genes implicated in abscisic acid- and jasmonic acid-related activities. This suggests an important role for Glyma.07G051500 in abscisic acid- and jasmonic acid-derived defense signaling in *Rsv3*. Resultantly, the findings from our network offer insights into genes and biological pathways underlying the molecular defense mechanism of *Rsv3*-mediated extreme resistance against *Soybean mosaic virus*. The computational pipeline used to reconstruct the gene regulatory network in this study is freely available at https://github.com/LiLabAtVT/rsv3-network.

## Introduction

Soybean is a crop of global importance, and the *Soybean mosaic virus* (SMV)-soybean pathosystem provides an opportunity to study the extreme resistance (ER) response, a type of resistance unique from the typical hypersensitive reaction (HR) response in that it is triggered earlier and cell death is not observed [1]. SMV, a single-stranded RNA virus of the genus *Potyvirus*, considerably reduces seed quality and yield in soybean-growing regions throughout the world. Several SMV isolates recovered from germplasm imported into the United States were classified into seven strain groups, G1 to G7, based on reactions in a set of various soybean genotypes [2]. The most successful management strategies have been the utilization of virus-free seeds and resistant cultivars carrying resistance (*R*) genes. Four dominant *R* genes have been identified—*Rsv1*, *Rsv3*, *Rsv4*, and *Rsv5* [3–8]. *Rsv1* and *Rsv3* confer ER against SMV strains G1 to G4 and G5 to G7, respectively [5, 9, 10]. Among these strains, G5 to G7 represent the most virulent SMV strains, making *Rsv3* a particularly interesting gene for functional study. The *Rsv3* locus has been mapped, and the gene responsible for conditioning *Rsv3*-mediated resistance (Glyma.14g204700; Glyma.Wm82.a2.v1 gene model) has been identified [11–13]. Comparative sequence analysis has revealed that Glyma.14g204700 is highly polymorphic in the LRR domain of soybean lines carrying *Rsv3*. This suggests *Rsv3*-mediated resistance is initiated by the LRR domain’s recognition of an effector, the SMV cylindrical inclusion protein (CI) [12, 14]. However, the events directly following recognition remain undefined. It is hypothesized in [15] that the abscisic acid (ABA) signaling pathway is triggered during later stages of the *Rsv3*-mediated ER response. The consequent high ABA levels induce expression of a family of type 2C protein phosphatases, resulting in callose deposition, which impedes viral cell-to-cell movement [15]. Nonetheless, a large gap remains in our understanding of the *Rsv3*-mediated ER response, as the initial molecular events occurring prior to activation of the ABA signaling pathway are still unknown.

One approach to discerning the underlying mechanisms controlling a biological process, such as in *Rsv3*-mediated resistance, is reconstructing and modeling its molecular network. These networks examine complex interactions between genes, proteins, and metabolites. At the gene level, expression is predominantly governed by transcription factors (TFs), which bind to DNA sequence motifs in the regulatory region of their target genes. Improved understanding of gene expression regulation can have considerable scientific impact as many of the biological control mechanisms responsible for certain traits are associated with mutations in regulatory regions or dysfunctional transcriptional regulators [16]. For example, modern-day crops such as maize, rice, and wheat were heavily shaped by alterations in transcriptional regulation [17]; accordingly, elucidation of transcriptional regulation can aid significantly in research. An approach to accomplish this is the utilization of gene regulatory networks (GRNs), the study of which has led to the discovery of important genes and regulatory mechanisms underlying specific processes in *Escherichia coli*, *Saccharomyces cerevisiae*, and *Arabidopsis thaliana* [18–23]. GRNs describe the intricate web of TFs that bind regulatory regions of target genes in order to influence their spatial and temporal expression [24]. Using computational network inference methods, the structure of the gene regulatory interactions that makeup GRNs can be reverse-engineered. That is, causal relationships can be inferred between genes (such as those encoding TFs) directly controlling the expression of other genes [25, 26]. By taking advantage of advancements in high-throughput sequencing technology, GRNs can be reconstructed utilizing genome-wide expression data, such as from RNA sequencing (RNA-seq) [27]. RNA-seq analyses can identify thousands of genes with altered expression in response to virus inoculation and provide more molecular targets to study. Network inference methods can then be applied to the expression data to uncover key genes and regulatory relationships [16]. Thus, the significance of modeling transcriptional regulation is that it provides a means for discerning gene function and important regulators in molecular pathways, such as those involved in mediating the *Rsv3*-mediated ER response.

This study aims to elucidate the key regulatory components involved in the *Rsv3* defense mechanism by constructing a GRN. To do this, we performed a comparative transcriptomic time course analysis of SMV-G7-inoculated cultivars “L29” (*Rsv3*-genotype) and “Williams82” (*rsv3*-genotype) during the early hours post-inoculation. We found differentially expressed genes (DEGs) between L29 and Williams82 at each time point, and among these were several genes belonging to TF families associated with defense. We carried out GRN inference analyses on DEGs utilizing the computational pipeline we developed previously [28]. This pipeline makes use of the well-received module networks method in which GRNs are inferred between TFs and gene co-expression modules. Network inference was performed with unique unsupervised learning algorithms: ARACNE (Algorithm for the Reconstruction of Accurate Cellular Networks), context likelihood of relatedness (CLR), least angle regression (LARS), partial correlation, and Random Forest [29–33]. These algorithms represent the top performing inference methods according to the DREAM5 benchmark challenge [34]. Several of the predicted interactions were validated using published interactions in the model plant species, *A*. *thaliana*, and by motif sequence analysis [35–37].

## Materials and methods

### *Soybean mosaic virus* inoculations, leaf sampling, and RNA extraction

For this study, we used SMV strain G7 (SMV-G7) inoculum originating from [2]. The inoculum was stored in the form of desiccated infected leaves for long-term storage at 5°C or frozen at -80°C. Response of differential cultivars for “trueness to type” was tested periodically as inoculum were activated from storage. In this study, the SMV-G7 strain was maintained on greenhouse-grown soybean cultivar “York” (*rsv3*-genotype “susceptible”) prior to the experiment. The SMV-G7 inoculum was prepared from symptomatic trifoliolate leaves of York by crushing in a mortar and pestle with 0.01M sodium phosphate buffer–pH 7.0 (1:10 w/v). The inoculation experiment was performed in greenhouse in the spring of 2014, where temperature, humidity, and light conditions were not artificially controlled. Inoculations were performed by lightly dusting 600-mesh carborundum powder over unifoliolate leaves, and the virus inoculum (see above) was gently rubbed using a pestle onto the two unifoliolate leaves of each plant and followed by a gentle rinsing with tap water. The inoculated unifoliolate leaves were collected at 0, 2, 4, 6, and 8 hours post inoculation (hpi) in biological triplicate, rinsed with DI water, frozen immediately by immersing in liquid nitrogen, and stored at -80°C until RNA extraction. For each time point, a single biological replicate sample was comprised of six unifoliolate leaves total (= 2 unifoliolate leaves per plant x 3 individual plants within a pot). Thus 15 plants (= 3 plants per time point x 5 time points) were sampled from both cultivars. Total RNA (RIN >7.0) was extracted from frozen samples using RNeasy Plant Mini Kit (QIAGEN, Hilden, Germany) with on-column DNase digestion (QIAGEN, Hilden, Germany). A total of 20 mRNA libraries (= 2 cultivars x 5 time points x 2 biological replicates) was prepared from duplicate RNA samples of each virus-inoculated cultivar at each time point and sequenced as 150 PE with Illumina HiSeq4000 (Illumina, San Diego, CA) at Novogene, Sacramento, CA.

### Sequence data processing and differential gene expression

Raw reads were filtered using Trimmomatic (version 0.30) to remove adapter sequences (ILLUMINACLIP:<IlluminaAdapters.fa>:2:30:10), trim low quality bases (<Q30, LEADING:30 TRAILING:30), and remove those reads trimmed to less than 50 base pairs (MINLEN:50) [38]. Reads were mapped to the “Williams82” soybean reference genome (Wm82.a2.v1, downloaded from Phytozome) using STAR (version 2.5.3a) with a maximum intron length of 15000 (--alignIntronMax) [39, 40]. The number of reads mapped to each gene was quantified using featureCounts (version 1.5.3) using paired end parameters “-B” and “-p” with features defined as “exons” (-t) being grouped by “gene_id” (-g) [41]. Differential expression analysis was performed with DESeq2 (version 1.22.2) in R (version 3.5.1) with those genes having less than one count being removed [42]. Reference levels were set as the susceptible Williams82 line and 0 hpi, and the DESeq() function “test” parameter was set to “LRT”. The resulting output was used to make comparisons between L29 and Williams82 to identify DEGs at each time point by employing the results() function with the “test” parameter set as “Wald”. DEGs were defined as those with a false discovery rate (FDR) adjusted p-value < 0.05, log_2_ fold change >|1.0|, and base mean >10. DEGs and their log_2_ fold changes can be found in S1 Table. The RNA-seq data from this study are available at the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE137263.

### Inference of gene regulatory networks

#### Expression clustering and gene function annotation

Gene expression levels for all genes were normalized by variance-stabilizing transformation in DESeq2 and averaged across replicates [42]. Clustering analysis was carried out on DEGs using Gaussian-finite mixture modeling with the R package, mclust (version 5.4.2) using default parameters [43]. The optimal clustering model was determined using Bayesian Information Criteria (BIC) and integrated complete-data likelihood (ICL) criterion [44, 45]. The top performing model identified five gene clusters. Gene ontology (GO) enrichment analysis was performed on each gene cluster using soybean GO annotations from [46]. Significantly enriched GO categories were selected using Fisher’s exact test with FDR <0.05 (S2 Table) Significantly enriched gene families were also analyzed using GenFam online tool, and the results with FDR <0.05 are included (S2 Table) [47]. DEGs encoding TFs were identified using TF annotations downloaded from PlantTFDB [48].

#### Network inference methods

Network inference was carried out following the pipeline we developed previously using machine learning methods [28]. Gaussian-finite mixture modeling was used to cluster DEGs, with the best model finding five clusters (gene modules). We identified 131 differentially expressed TFs, which were set as putative regulators of the five modules. The mean expression profile for each module was computed and then constructed into an expression matrix of these values and the expression levels of the 131 TFs. Putative regulatory interactions between each TF and gene module were inferred from the expression matrix by implementing five unique network inference algorithms: ARACNE, CLR, LARS, partial correlation, and Random Forest [29–33]. ARACNE and CLR inference methods were implemented with the R package minet (version 3.40.0) with the “estimator” parameter set as “spearman” and the “eps” parameter set as 0.1 for ARACNE and for CLR the “estimator” set as “pearson” [30, 31, 49]. The LARS inference method was implemented with the R package tigress (version 0.1.0) with “nstepsLARS” set at 4 [33]. The partial correlation inference method was implemented with the R package GeneNet (1.2.13) using the “dynamic” shrinkage method [29, 50]. Lastly, the Random Forest inference method was implemented with the R package GENIE3 (version 1.4.3) with all default parameters [32]. Because community-based approaches make for a more robust inference of GRNs, multiple inference methods, based on a diverse set of algorithms, were applied to predict interactions. These methods were among the top performing in the DREAM5 challenge [34].

#### Validation of inferred network interactions

We used two approaches to validate the discovered putative regulatory interactions predicted by the inference methods. The first approach entailed the identification of homologous regulatory interactions in *A*. *thaliana* using a comprehensive set of published *A*. *thaliana* interactions observed with DNA affinity purification sequencing (DAP-seq) [35]. This DAP-seq dataset is composed of 2.8 million interactions between 387 TFs and 32,605 genes. For comparison of our predicted regulatory network with the *A*. *thaliana* DAP-seq data, we first expanded the TF-module interactions to TF-gene interactions. That is, each TF was set as a putative regulator of all the genes in the modules it was predicted to regulate. Homologous *A*. *thaliana* interactions for the TF-gene interactions were generated by using BLAST to identify *A*. *thaliana* homologous genes with soybean gene coding sequences. The best one-to-one BLAST hits were selected, using an E-value of 1e-5 for cut off. The resulting homologous *A*. *thaliana* interactions were then compared to the DAP-seq dataset and matching interactions identified.

For the second method of network validation, we performed motif sequence analysis using Meme suite (version 5.0.4), which provides a set of tools for motif discovery, enrichment, scanning, and comparison [36]. With this approach, we identified putative TF binding sites in promoter regions (defined as the 1000 bps flanking a gene’s 5’ end) of the DEGs in each module. These binding sites (motifs) were identified using the motif discovery tool, MEME [37]. The TomTom tool was then used to compare the discovered motif sequences to 872 *A*. *thaliana* motifs found with DAP-seq and to identify TFs that may bind to those discovered sequences [35, 51].

## Results and discussion

In this study, we analyzed the transcriptional regulation of the *R* gene *Rsv3*, which confers ER against the most virulent SMV strains. This was accomplished by implementing machine learning inference algorithms on a GRN constructed from time course RNA-seq data from leaves of SMV-G7 inoculated resistant and susceptible soybean cultivars, L29 and Williams82, respectively. Our results suggest that an intricate regulatory network is in place modulating the *Rsv3*-mediated resistance response upon SMV-G7 inoculation.

### Fate of SMV-induced susceptibility or resistance in soybean is determined between 4 to 8 hours post-inoculation

To better understand the regulatory mechanism underlying *Rsv3*-mediated ER, we compared transcriptomic profiles of SMV-G7 inoculated leaves from L29 and Williams82 cultivars at 0, 2, 4, 6 and 8 hpi. 

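Libraries of mRNA from inoculated unifoliolate leaves of L29, which carries Rsv3, and of Williams82, which does not, were compared at 0, 2, 4, 6 and 8 hpi. Each of the 10 groups held 2 libraries, and each library came from the leaves of 3 plants grown in one pot. The authors counted read pairs per gene with featureCounts after trimming with Trimmomatic and alignment with STAR to the Williams82 genome (Wm82.a2.v1), and the counts were used as deposited. Total counts ran from 32439227 to 72384616 per library, with a median of 38.5 M over the 20 libraries. In L29 they lay between 35.2 and 36.0 M at 0 hpi, 32.4 and 38.3 M at 2 hpi, 37.5 and 39.98 M at 4 hpi, 38.0 and 72.4 M at 6 hpi, and 39.5 and 43.4 M at 8 hpi. In Williams82 they lay between 39.4 and 42.6 M at 0 hpi, 34.3 and 35.3 M at 2 hpi, 34.6 and 35.6 M at 4 hpi, 38.7 and 54.1 M at 6 hpi, and 39.0 and 40.9 M at 8 hpi. All 48710 genes with at least 1 count were fitted in one model of the 10 groups with edgeR's quasi-likelihood test and TMM normalization. The spread was estimated separately for the 38851 genes kept by filterByExpr and for the rest, a choice made after a single estimate had given false calls on simulated counts. As in the paper, a gene was called at an adjusted p under 0.05, an absolute log2 fold change over 1 and a mean normalized count over 10. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and log2 fold changes are L29 over Williams82. On simulated counts the test called 38% of genes changed 2-fold and 86% of genes changed 4-fold at 6 hpi. A 2-fold change lies at the fold threshold, and 59% of these genes passed by adjusted p alone. On the same simulated counts DESeq2, the tool of the study, called 42% and 89% at 6 hpi. No leaves without virus were sampled, so that responses to inoculation and to the time of day cannot be told apart.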

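The gene with the smallest adjusted p among the named genes at 2 hpi was Glyma.01G102600, annotated as an NADPH-dependent aldo-keto reductase, an enzyme that reduces reactive carbonyls. Its normalized counts were 4656 ± 428 in L29 and 1989 ± 84.3 in Williams82 (SD, n = 2 each), and it was higher in L29 (log2 fold change 1.23, standard error 0.11, adjusted p = 2.49e-05 from edgeR). This gene was chosen after its values were seen. ACT domain-containing protein ACR9 (Glyma.15G040100) was lower in L29 at 2 hpi (log2 fold change -1.49, standard error 0.18, adjusted p = 0.000917). Both calls held with each library left out in turn. Over 2 to 8 hpi, edgeR called 589 genes that were not called at 0 hpi, and 576 of these were among the genes of S1 Table. DESeq2's Wald test, the test of the study, called 1129 under the same thresholds. edgeR's 589 became 111 without L29 6 hpi library 1, 270 without L29 6 hpi library 3, 181 without Williams82 6 hpi library 3, 1141 without Williams82 8 hpi library 1 and 1049 without Williams82 8 hpi library 2.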

Overall, 1128 genes were differentially expressed between two cultivars, at one or more time points between 2 and 8 hpi (S1 Table); DEGs identified at 0 hpi were excluded, as they were considered effects from differences in genetic backgrounds between the two cultivars. 

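At 2 hpi 27 genes were higher in L29 and 5 were lower, at 4 hpi 3 were higher and 23 were lower, at 6 hpi 78 were higher and 458 were lower, and at 8 hpi 1 gene was lower, all by edgeR and without the genes called at 0 hpi. DESeq2 called 84 higher and 33 lower at 2 hpi, 33 and 168 at 4 hpi, 122 and 737 at 6 hpi, and 4 and 13 at 8 hpi. Of edgeR's 589 genes, 584 were called at 1 time point, 4 at 2 time points and 1 at 3 time points. Named genes that differed at 2 hpi included Glyma.16G188900, whose normalized counts were 2141 ± 586 in L29 and 25.9 ± 9.08 in Williams82 (SD, n = 2 each), and NADPH-dependent 2-alkenal reductase (Glyma.03G098600), a detoxifying enzyme (log2 fold change 2.24, standard error 0.24, adjusted p = 0.000200 from edgeR). Glyma.16G188900 (log2 fold change 6.36, standard error 0.84, adjusted p = 0.00245) had an adjusted p of 0.152 without Williams82 2 hpi library 2, while the reductase kept its call without any 1 library. At 4 hpi cytochrome P450 family 87 (Glyma.20G018800) was higher (log2 fold change 1.13, standard error 0.16, adjusted p = 0.00691), and its adjusted p was 0.121 without L29 4 hpi library 1, 0.0713 without L29 4 hpi library 2, 0.0568 without Williams82 4 hpi library 1 and 0.0982 without Williams82 4 hpi library 2.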

Distribution of the 1128 DEGs found between 2 and 8 hpi is shown in Fig 1. The majority of transcriptomic changes occurred between 4 and 8 hpi, suggesting that the large shifts in transcriptional activity during this time frame may be critical to whether a susceptible or defense response is induced. 

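Within L29, 3034 genes changed between 4 and 6 hpi (1236 higher and 1798 lower at 6 hpi) and 1467 between 6 and 8 hpi (747 higher and 720 lower at 8 hpi), from edgeR. Within Williams82 the counts were 3429 (1625 higher and 1804 lower) and 1905 (768 higher and 1137 lower). The 3034 became 1936 without L29 4 hpi library 1 and 1949 without L29 6 hpi library 1, and the 1467 became 584 without L29 6 hpi library 1. Sucrose synthase (Glyma.19G212800), which cleaves sucrose, had 228 normalized counts in L29 and 170.3 in Williams82 at 4 hpi, 281 and 1154 at 6 hpi, and 258 and 346 at 8 hpi (means of 2 libraries; chosen after its values were seen). From the number of differences between 4 and 8 hpi, the paper proposes that shifts in this time frame may decide between a susceptible and a defense response.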

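At 6 hpi asparagine synthetase (Glyma.11G170300), which makes asparagine and is a marker of carbon starvation, had 34.2 ± 15.0 normalized counts in L29 and 899 ± 129.7 in Williams82 (SD, n = 2 each). It was lower in L29 (log2 fold change -4.77, standard error 0.67, adjusted p = 0.00136 from edgeR), with an adjusted p of 0.0611 without L29 6 hpi library 1. FAF3 (Glyma.01G239800), a regulator of shoot meristem size, was higher (log2 fold change 2.01, standard error 0.30, adjusted p = 0.00218) and kept its call without any 1 library. The potassium transporter Glyma.10G119600 had no counts in L29 and 110.5 ± 22.2 in Williams82 (SD, n = 2), which makes it at least 45.2-fold lower against a floor of 3 counts per library. Its adjusted p of 0.0446 was 0.295 without L29 6 hpi library 1, 0.158 without L29 6 hpi library 3, 0.0878 without Williams82 6 hpi library 1 and 0.142 without Williams82 6 hpi library 3. Including the genes called at 0 hpi, edgeR called 547 genes at 6 hpi, against 40 at 2 hpi, 33 at 4 hpi and 8 at 8 hpi. These 547 became 67 without L29 6 hpi library 1, 228 without L29 6 hpi library 3 and 119 without Williams82 6 hpi library 3. The 40 at 2 hpi became 15 without L29 2 hpi library 1, 91 without L29 2 hpi library 3 and 13 without Williams82 2 hpi library 2, and the 33 at 4 hpi became 7 without L29 4 hpi library 1, 3 without L29 4 hpi library 2, 13 without Williams82 4 hpi library 1 and 5 without Williams82 4 hpi library 2. Of the 589 genes called from 2 to 8 hpi, 91.0% were called at 6 hpi.

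**Figure D1:**
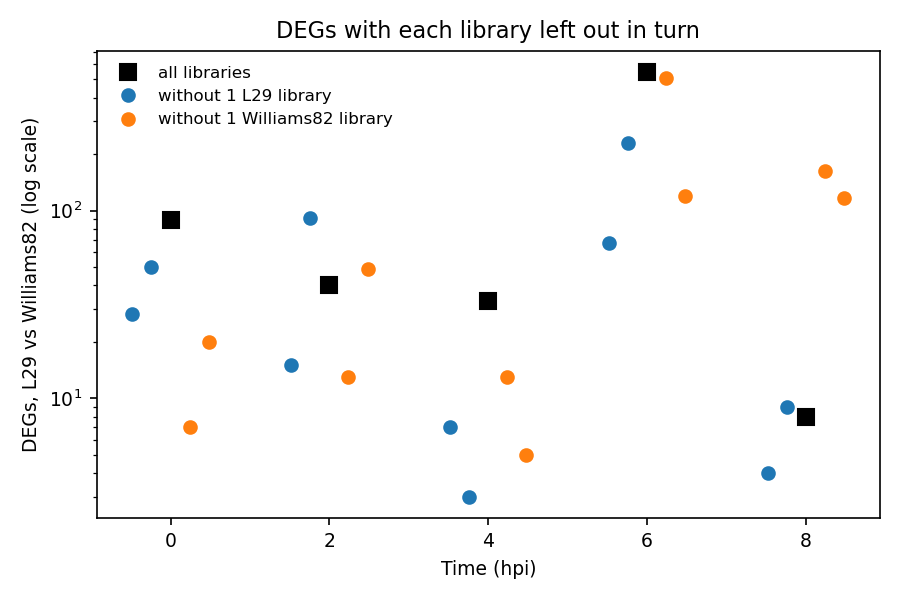
Number of genes called between L29 and Williams82 at each time point (hours post inoculation), with all libraries and with each of the 4 libraries of the time point left out in turn. At 6 hpi the counts run from 67 to 547, and at 8 hpi from 4 to 163.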

There was a striking increase in the number of DEGs at 6 hpi (859 DEGs), accounting for more than 75% of the total number of DEGs. This was followed by a dramatic drop at 8 hpi to merely 17 DEGs. This likely implies the presence of a tightly defined regulatory system that elicits the *Rsv3*-mediated ER response, suggesting the *Rsv3* pathway is induced very early during the infection process and that a susceptible or resistant response to SMV may be determined by 6 hpi.

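At 8 hpi 3 genes were higher in L29 and 5 were lower by edgeR, and 7 of these 8 genes were also called at 0 hpi. DESeq2 called 29 genes at 8 hpi. Of the 36004 genes with a mean normalized count over 10, 2636 had an unadjusted p under 0.05 from edgeR. This was the fewest of the 5 time points, against 7546 at 6 hpi, and it includes the genes that fall under 0.05 by chance. Among the 8 was Glyma.U039500, with 717 ± 23.6 normalized counts in L29 (SD, n = 2) and no counts in Williams82, at least 263-fold higher against the same floor. Dehydrodolichyl diphosphate synthase 2 (Glyma.14G193100), an enzyme of dolichol synthesis, was lower (log2 fold change -5.32, standard error 0.79, adjusted p = 0.0297 from edgeR). Its call ended without L29 8 hpi library 2 and without L29 8 hpi library 3, and DESeq2 did not call it. This difference was not particular to 8 hpi. edgeR also called the gene lower at 0, 4 and 6 hpi, and at 4 and 6 hpi it had no counts in L29 and 24.0 and 27.3 normalized counts in Williams82. The count of 8 became 4 without L29 8 hpi library 2, 163 without Williams82 8 hpi library 1 and 116 without Williams82 8 hpi library 2. The Williams82 8 hpi libraries were the least alike pair, with a standard deviation of 0.663 between them on the log2 scale. On simulated counts edgeR called 22% of genes changed 2-fold and 79% of genes changed 4-fold at 8 hpi. A 2-fold change lies at the fold threshold, and 37% of these genes passed by adjusted p alone. DESeq2 called 25% and 82% on the same simulated counts. The simulation gave each gene the same spread in all groups, so that it does not reflect the Williams82 8 hpi pair. From the drop after 6 hpi, the paper proposes a tightly defined regulatory system and that the response to SMV may be determined by 6 hpi.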

**Fig 1:**
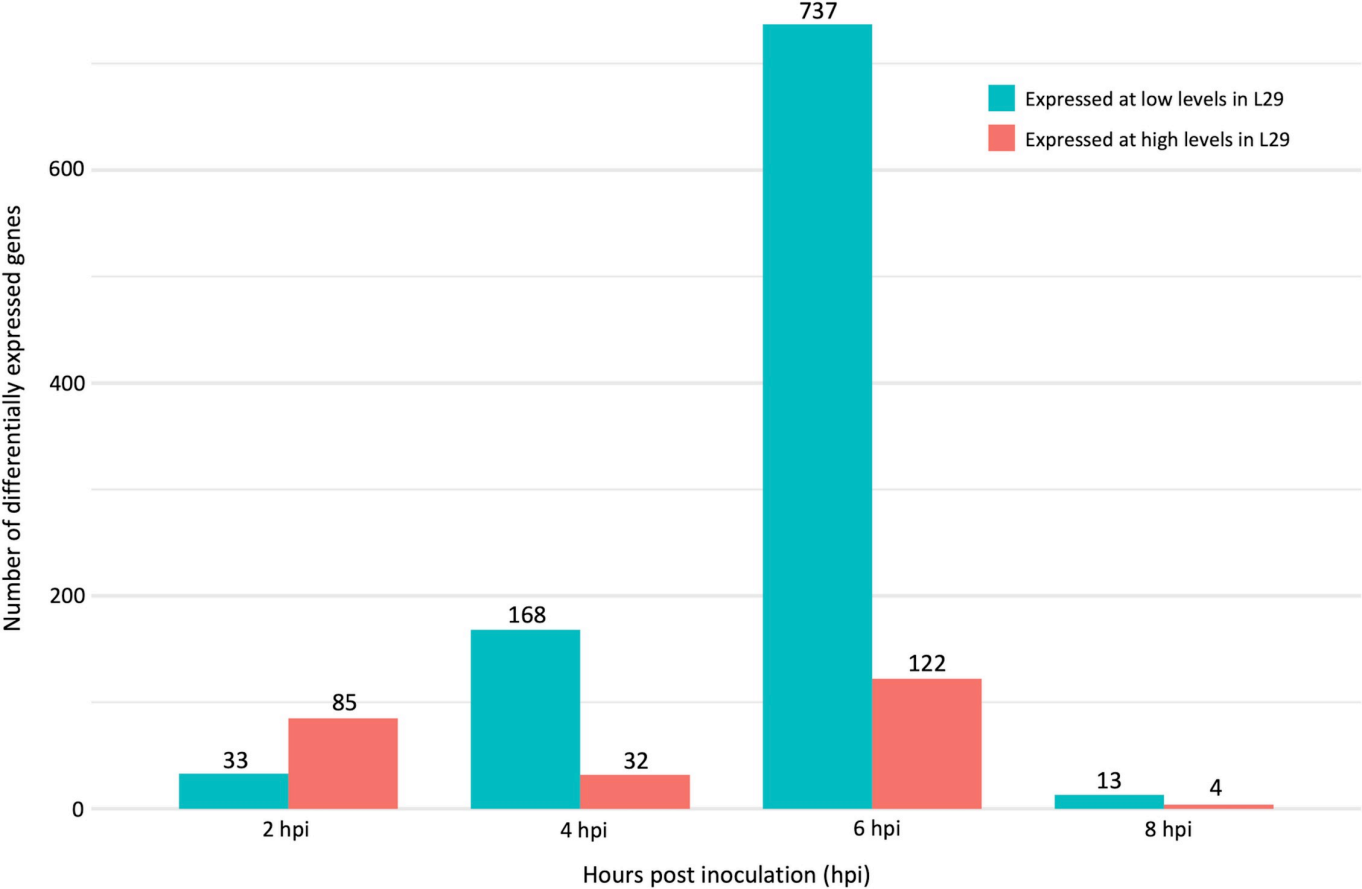
Number of differentially expressed genes between soybean cultivars L29 and Williams82 at 2, 4, 6, and 8 hours post inoculation with *Soybean mosaic virus* strain G7. DEGs were defined as those with FDR adjusted p-value < 0.05, log_2_ fold change >|1.0|, and base mean >10. High expression or low expression in L29 means the expression of DEG was either higher or lower in L29 as compared to Williams82, respectively. A total of 1128 DEGs were identified between L29 and Williams82 at 2, 4, 6 and 8 hpi. DEGs at 0 hpi were minimal and excluded, being considered effects of differences in genetic backgrounds of the two cultivars and not infection responses.

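At 0 hpi 56 genes were higher in L29 and 33 were lower by edgeR, more than at 2 or 8 hpi, and DESeq2 called 212 (136 higher and 76 lower). Glyma.06G263800 had 81.2 ± 13.3 normalized counts in L29 (SD, n = 2) and none in Williams82, which makes it at least 26.0-fold higher. Glyma.14G209600 had no counts in L29 and 191 ± 63.8 in Williams82, at least 58.3-fold lower. Neither gene carries a name in the files, and each was called in the same direction at all 5 time points. Glyma.01G068300 was at least 12.3-fold higher in L29 at 0 hpi, with an adjusted p of 0.0428 that was 0.151 without L29 0 hpi library 1, 0.0848 without L29 0 hpi library 3, 0.299 without Williams82 0 hpi library 1 and 0.278 without Williams82 0 hpi library 2. The count of 89 genes became 28 without L29 0 hpi library 1, 50 without L29 0 hpi library 3, 7 without Williams82 0 hpi library 1 and 20 without Williams82 0 hpi library 2. Rsv3 itself (Glyma.14G204700) had a log2 fold change of -0.47 at 0 hpi (standard error 0.17, adjusted p = 0.280 from edgeR) and was not called at any time point; at 6 hpi the value was -0.82 (adjusted p = 0.0160), under the fold threshold. The paper describes this gene as highly polymorphic between lines, and reads of L29 were aligned to the Williams82 sequence.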

At 6 hpi, GO enrichment analyses revealed that the 122 DEGs highly expressed in L29 were involved in cytokinin metabolism and signaling. Also highly expressed was a unique subfamily of MYB-related TFs, the RADIALIS-LIKE SANT/MYBs (RSMs). 

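Among the genes higher in L29 at 6 hpi were response regulators that cytokinin induces. The two-component response regulator ARR9 (Glyma.11G155100) had 1064 ± 223 normalized counts in L29 and 279 ± 12.0 in Williams82 (SD, n = 2 each) (log2 fold change 1.93, standard error 0.25, adjusted p = 0.000731 from edgeR). Response regulator 6 (Glyma.06G187000) was higher as well (log2 fold change 1.71, standard error 0.23, adjusted p = 0.000971), and both kept their calls without any 1 library. These 2 genes were chosen after their values were seen. Adenylate isopentenyltransferase 3 (Glyma.19G154400), an enzyme of cytokinin synthesis, had 149 normalized counts in L29 and 26.9 in Williams82 (log2 fold change 2.52, standard error 0.44, adjusted p = 0.00639); its adjusted p was 0.0833 without L29 6 hpi library 1 and 0.107 without Williams82 6 hpi library 3. Of 6 genes annotated with two-component signaling, one of them the clock gene APRR5 (Glyma.06G136600), 4 were higher (4 higher and 1 lower when adjusted over the list alone, which is not independent evidence because the study drew the genes from these libraries), and this count became 2 without L29 6 hpi library 1 and 2 without Williams82 6 hpi library 3. Of 3 genes of cytokinin synthesis, 1 was higher, but not without L29 6 hpi library 1 or Williams82 6 hpi library 3, and 1 was lower, but not with any library of 6 hpi left out. Within the 1128 DEGs, the terms for cytokinin stimulus and cytokinin signaling each covered 5 of the 122 genes higher at 6 hpi in the study (adjusted p = 0.0401, Fisher's exact test over 333 terms).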

Up-regulation of six differentially expressed members of this family, specifically at 6 hpi, suggests tight temporal regulation of RSM TFs, which could be important to a process essential in ER-mediated defense. 

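RADIALIS-like 1 (Glyma.06G309200) had 196 ± 17.4 normalized counts in L29 and 4.73 ± 4.63 in Williams82 (SD, n = 2 each) at 6 hpi. It was higher in L29 (log2 fold change 5.46, standard error 0.83, adjusted p = 0.00279 from edgeR), and its adjusted p was 0.0679 without Williams82 6 hpi library 3. A second RADIALIS-like 1 gene (Glyma.16G138500) was also higher (log2 fold change 3.17, standard error 0.61, adjusted p = 0.0119), with an adjusted p of 0.0969 without L29 6 hpi library 1 and 0.160 without Williams82 6 hpi library 3. The RADIALIS-like 6 genes Glyma.06G031400 (log2 fold change 2.43, standard error 0.61, adjusted p = 0.0431) and Glyma.16G138400 (log2 fold change 1.51, standard error 0.33, adjusted p = 0.0235) were called too. Their adjusted p was 0.237 without L29 6 hpi library 1, 0.0974 without L29 6 hpi library 3 and 0.369 without Williams82 6 hpi library 3 for the first, and 0.131 without L29 6 hpi library 1, 0.0945 without L29 6 hpi library 3 and 0.259 without Williams82 6 hpi library 3 for the second. Glyma.02G055900 (log2 fold change 1.22, standard error 0.32, adjusted p = 0.0523) and Glyma.02G157300 (log2 fold change 2.67, standard error 0.92, adjusted p = 0.137) (both chosen after their values were seen) did not pass edgeR's test, while DESeq2 called all 6 (adjusted p = 0.0376 and 0.0389 for these 2 genes). The other DEG with this name had a log2 fold change of -1.28 at 6 hpi, which DESeq2 called lower and edgeR did not call. At 0 hpi neither tool called any of the 7, but 6 had a negative log2 fold change and 2 were lower at an unadjusted p under 0.05. A change from 0 hpi includes this starting difference. At 2, 4 and 8 hpi edgeR and DESeq2 called none of the 7 DEGs with this name, and 1 was lower at 2 hpi, 3 were higher at 4 hpi and 1 was lower at 8 hpi at an unadjusted p under 0.05. Without Williams82 8 hpi library 1, edgeR called 1 lower at 8 hpi. The difference between the cultivars changed from 0 to 6 hpi in Glyma.16G138500 (by 5.25 on the log2 scale, adjusted p = 0.0251) and in Glyma.16G138400 (by 2.41, adjusted p = 0.0389). Neither change was called without L29 6 hpi library 1 or without Williams82 6 hpi library 3, since 0 of the 104 genes whose difference changed from 0 to 6 hpi kept their call there. From the rise at 6 hpi alone, the paper proposes tight temporal regulation of these factors.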

Little is known about the RSM subfamily, but one study showed involvement of RSM1 in auxin signaling [52]. No other TF family was exclusively highly expressed or had multiple members up-regulated at this time. 

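Of 563 calls at 4, 6 and 8 hpi that were not called at 0 hpi, 482 were lower in L29 (85.6%, edgeR). The share ran from 79.8% to 89.5% with 1 library left out at a time, and without the log2 fold change threshold it was 64.3%. At 4 hpi jasmonate-zim-domain protein 1 (Glyma.11G038600), a repressor of JA responses, was lower (log2 fold change -2.60, standard error 0.45, adjusted p = 0.0329 from edgeR), and its adjusted p was 0.343 without L29 4 hpi library 1, 0.339 without L29 4 hpi library 2, 0.118 without Williams82 4 hpi library 1 and 0.139 without Williams82 4 hpi library 2. LRK10-like (Glyma.20G119600), a receptor-like kinase annotated with leaf rust resistance, was lower at 4 hpi (log2 fold change -2.21, standard error 0.41, adjusted p = 0.0435), with an adjusted p of 0.382 without L29 4 hpi library 1, 0.305 without L29 4 hpi library 2, 0.128 without Williams82 4 hpi library 1 and 0.240 without Williams82 4 hpi library 2. At 6 hpi early responsive to dehydration protein (Glyma.11G149900) was lower (log2 fold change -1.56, standard error 0.18, adjusted p = 0.000511), as was sucrose synthase (Glyma.19G212800; log2 fold change -2.03, standard error 0.26, adjusted p = 0.000731), and both kept their calls without any 1 library. These last 2 genes were chosen after their values were seen.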

Interestingly, more than 85% of the DEGs in this time period (4–8 hpi) were expressed at lower levels in L29 as compared to Williams82. 

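At 6 hpi asparagine synthetase Glyma.11G171400 had 209.7 ± 171 normalized counts in L29 and 3212 ± 843 in Williams82 (SD, n = 2 each) (log2 fold change -3.99, standard error 0.53, adjusted p = 0.000971 from edgeR), and the call held without any 1 library. Late embryogenesis abundant protein 7 (Glyma.13G363300), which protects proteins in drying cells, was lower in L29 (log2 fold change -4.08, standard error 0.61, adjusted p = 0.00210), with an adjusted p of 0.0715 without L29 6 hpi library 1. Heat shock 70 kDa protein 5 (Glyma.17G072400), a chaperone, was lower (log2 fold change -1.78, standard error 0.36, adjusted p = 0.0160), with an adjusted p of 0.158 without L29 6 hpi library 1, 0.0964 without L29 6 hpi library 3 and 0.124 without Williams82 6 hpi library 3. The same held for glutathione S-transferase U8 (Glyma.18G190200; log2 fold change -1.64, standard error 0.34, adjusted p = 0.0173), with an adjusted p of 0.218 without L29 6 hpi library 1, 0.0552 without L29 6 hpi library 3 and 0.239 without Williams82 6 hpi library 3, and for mitogen-activated protein kinase 4 (Glyma.16G032900; log2 fold change -1.08, standard error 0.16, adjusted p = 0.00202), with an adjusted p of 0.0708 without L29 6 hpi library 1. These 5 genes were chosen after their values were seen. Of 66 genes of response to water deprivation, 39 were lower and 2 were higher (51 and 3 when adjusted over the list alone), the 2 became 0 without L29 6 hpi library 1, 0 without L29 6 hpi library 3, 1 without Williams82 6 hpi library 1 and 0 without Williams82 6 hpi library 3, and the 39 became 5 without L29 6 hpi library 1, 15 without L29 6 hpi library 3 and 13 without Williams82 6 hpi library 3. Of 14 genes of response to absence of light, 10 were lower (12 when adjusted over the list alone), and these became 2 without L29 6 hpi library 1, 3 without L29 6 hpi library 3 and 4 without Williams82 6 hpi library 3. Lower in L29 were all 4 genes of sucrose starvation and asparagine synthetase, which became 1 without L29 6 hpi library 1, 2 without L29 6 hpi library 3 and 2 without Williams82 6 hpi library 3. Of 5 glutathione S-transferases 4 were lower, which became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3 and 0 without Williams82 6 hpi library 3. Of 23 genes with heat shock in their description or annotated with response to heat, 11 of them by description, 17 were lower (21 when adjusted over the list alone), which became 2 without L29 6 hpi library 1, 5 without L29 6 hpi library 3 and 2 without Williams82 6 hpi library 3. Of 8 LEA genes 4 were lower (8 when adjusted over the list alone), which became 0 without L29 6 hpi library 1, 2 without L29 6 hpi library 3 and 1 without Williams82 6 hpi library 3. The lists hold only genes that the study called from these libraries, so that the counts adjusted over the list alone are not independent evidence. Over all 1128 DEGs, edgeR called 450 lower and 76 higher at 6 hpi. Within the 1128 DEGs, 0 of 333 GO terms passed for the 737 genes lower at 6 hpi in the study (Fisher's exact test). Water deprivation and absence of light each had an adjusted p of 0.497 in that test. The 737 genes make up most of the 1128 that served as background, so that the test could hardly show enrichment. Endopeptidase inhibitor activity, with 5 of its 5 DEGs lower, had an unadjusted p of 0.170 in it. No conclusion on these terms is drawn from it.

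**Figure D2:**
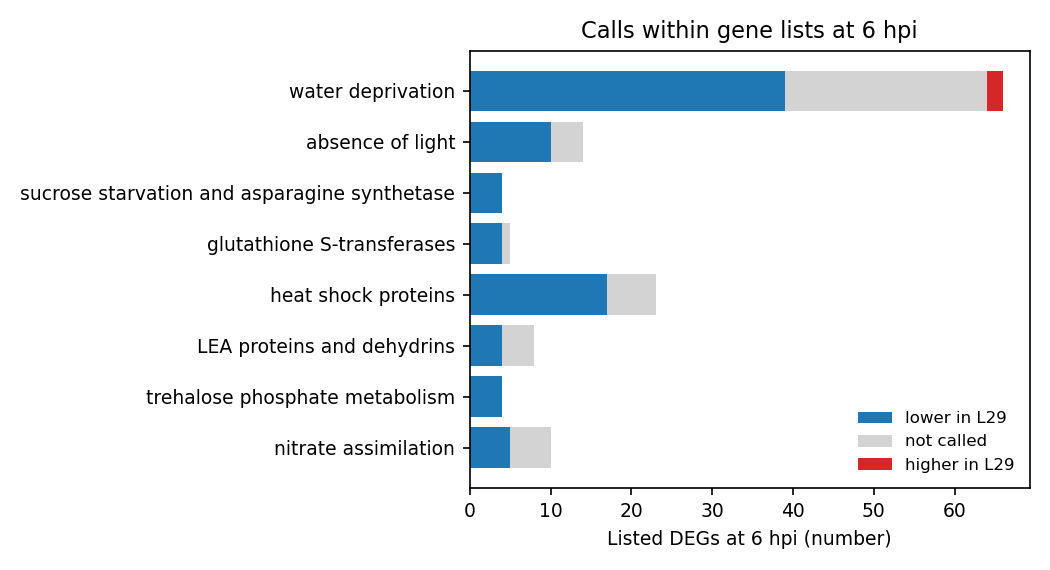
Number of genes called lower in L29, not called and called higher in L29 at 6 hpi by edgeR in 8 lists of genes. Water deprivation has 39 of 66 genes lower in L29 and 2 higher. Over all 1128 DEGs, 450 were called lower and 76 higher.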

At 6 hpi, most of the down-regulated genes were those responsive to water deprivation, light absence, sucrose starvation, genes encoding stress-related proteins, such as multiple glutathione S-transferases, heat shock and LEA (late embryogenesis abundant) chaperones, and proteins related to oxidative stress and signaling, such as transporters, serine/threonine kinases, and receptor kinases. Additionally, a number of genes in the ABA signaling and the salicylic acid (SA) pathways were down-regulated in L29 as well. This finding is unique in that the activation of the SA pathway and exogenous application of SA are both widely recognized as enhancing resistance to viruses [53]. Nevertheless, a few exceptions to this phenomenon have been observed; in inoculated and systemically infected leaves of soybean, SA treatment had no effect on *Bean pod mottle virus* (BPMV) accumulation, and in susceptible pea cultivars, activation of the SA pathway resulted in an increase of *Clover yellow vein virus* virulence [54, 55]. Nonetheless, it remains unclear how SA, in some cases, enhances virulence [53], suggesting that suppression of the SA pathway may be a facet of *Rsv3’*s mechanism for diverting SMV-G7 infection.

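At 6 hpi the ABA responsive element-binding factor Glyma.04G039300 had 1149.8 ± 85.2 normalized counts in L29 and 2664 ± 71.3 in Williams82 (SD, n = 2 each). It was lower in L29 (log2 fold change -1.21, standard error 0.20, adjusted p = 0.00443 from edgeR), with an adjusted p of 0.0595 without L29 6 hpi library 1 and 0.0567 without L29 6 hpi library 3. WRKY transcription factor 28 (Glyma.08G082400), a regulator of SA synthesis, was lower (log2 fold change -2.42, standard error 0.39, adjusted p = 0.00374), with an adjusted p of 0.0981 without L29 6 hpi library 1 and 0.0559 without Williams82 6 hpi library 3. NAC domain-containing protein 55 (Glyma.12G221500), an ABA- and JA-induced factor, was lower as well (log2 fold change -3.60, standard error 0.57, adjusted p = 0.00342), with an adjusted p of 0.0987 without L29 6 hpi library 1. These 3 genes were chosen after their values were seen. Of 46 genes of ABA receptors and signalling, 24 were lower in L29 and 1 was higher (33 and 2 when adjusted over the list alone, which is not independent evidence). The 1 was called only with all libraries or without Williams82 6 hpi library 1, and the 24 became 2 without L29 6 hpi library 1, 11 without L29 6 hpi library 3 and 7 without Williams82 6 hpi library 3. Of 21 genes of SA synthesis and signalling, 9 were lower (14 when adjusted over the list alone), and the 9 became 1 without L29 6 hpi library 1, 4 without L29 6 hpi library 3 and 4 without Williams82 6 hpi library 3. Of 25 SA response genes, 17 were lower (21 when adjusted over the list alone), which became 2 without L29 6 hpi library 1, 7 without L29 6 hpi library 3, 10 without Williams82 6 hpi library 1 and 9 without Williams82 6 hpi library 3. Over all 1128 DEGs, edgeR called 450 lower at 6 hpi, a share near that of 9 of 21. The lists share members and are not separate evidence for each pathway. The lowest log2 fold change at 6 hpi, -3.60, is the same in the lists of SA synthesis and signalling and of JA synthesis. By description 8 of the 46 ABA genes and 0 of the 21 SA genes were listed, and the others by GO term. The paper states that this lower expression of SA genes is unlike the usual role of the SA pathway in resistance and proposes that its suppression may be part of the mechanism.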

### Biological processes associated with *Rsv3*-mediated resistance in soybean show differential hormone responses

In order to study the temporal regulation of the *Rsv3*-mediated ER mechanism, we performed co-expression clustering of DEGs. The 1128 DEGs found between the two cultivars at one or more time points between 2 and 8 hpi were clustered into different co-expressed modules using a model-based clustering approach, where a module is defined as a group of genes sharing similar expression profiles over time and are likely functioning in the same biological processes. Based on BIC and ICL criteria, we identified five modules that optimally explain the observed gene expression pattern; these modules consist of 85 (module-1), 198 (module-2), 383 (module-3), 170 (module-4), and 292 (module-5) DEGs. 

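The variance-stabilised values of each module's genes, deposited by the authors on a log2 scale, were averaged per library. At 6 hpi module-1 averaged 7.22 ± 0.24 in L29 and 8.43 ± 0.25 in Williams82 (SD, n = 2 libraries each). Module-2 averaged 8.24 ± 0.10 and 9.71 ± 0.19, and module-3 averaged 6.02 ± 0.09 and 7.11 ± 0.09. The module-4 means were 5.95 ± 0.12 and 6.50 ± 0.21, and those of module-5 were 7.38 ± 0.02 and 7.26 ± 0.00. In each module both libraries of one cultivar lay on one side of both of the other (exact permutation test, two-sided p = 0.333, the smallest that 2 against 2 allow). The modules were formed by the authors on these same values, so that the separation at 6 hpi is partly built in. Of 85 module-1 genes, edgeR called 46 lower and 5 higher at 6 hpi, and of 170 module-4 genes it called 25 lower. The 5 became 1 without L29 6 hpi library 1, 2 without L29 6 hpi library 3 and 0 without Williams82 6 hpi library 3. The 46 became 1 without L29 6 hpi library 1, 19 without L29 6 hpi library 3 and 9 without Williams82 6 hpi library 3, and the 25 became 0 without L29 6 hpi library 1, 5 without L29 6 hpi library 3 and 0 without Williams82 6 hpi library 3. The genes of module-5 went both ways, with 71 higher and 25 lower of 292. These 71 became 10 without L29 6 hpi library 1, 19 without L29 6 hpi library 3, 41 without Williams82 6 hpi library 1 and 6 without Williams82 6 hpi library 3, and these 25 became 4 without L29 6 hpi library 1, 9 without L29 6 hpi library 3 and 8 without Williams82 6 hpi library 3.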

The expression profile for these modules was determined by averaging the expression levels of DEGs within each module (Fig 2A). 

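For module-2, the mean of L29 minus that of Williams82 was -0.14 at 0 hpi, -0.03 at 2 hpi, -0.31 at 4 hpi, -1.46 at 6 hpi and -0.00 at 8 hpi on the log2 scale. Module-3 differed by -0.06, -0.03, -0.17, -1.09 and 0.00 at the same time points. The module-1 difference was -0.13, 0.14, -0.51, -1.21 and -0.22. Members of module-2 lower at 6 hpi included G-box binding factor 3 (Glyma.07G060400), a bZIP factor (log2 fold change -1.56, standard error 0.28, adjusted p = 0.00778 from edgeR), whose adjusted p was 0.133 without L29 6 hpi library 1 and 0.0589 without Williams82 6 hpi library 3. In module-3 the transcription factor PIF3 (Glyma.10G142600), a regulator of growth in the dark, was lower (log2 fold change -1.13, standard error 0.25, adjusted p = 0.0219), and its adjusted p was 0.0565 without L29 6 hpi library 1, 0.180 without L29 6 hpi library 3, 0.0696 without Williams82 6 hpi library 1 and 0.137 without Williams82 6 hpi library 3. PIF3 was chosen after its values were seen.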

The expression profiles for module-1, module-4, and module-5 were similar between L29 and Williams82, whereas those for module-2 and module-3 were highly divergent between the two cultivars. This divergence in their expression pattern was noticeable between 4 and 8 hpi, with a peak at 6 hpi. 

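At 6 hpi every one of the 198 module-2 genes and of the 383 module-3 genes had a lower mean in L29. Of these, edgeR called 163 lower in module-2 and 191 in module-3, and DESeq2 called 190 and 375. The 163 became 36 without L29 6 hpi library 1, 75 without L29 6 hpi library 3 and 63 without Williams82 6 hpi library 3, and the 191 became 2 without L29 6 hpi library 1, 40 without L29 6 hpi library 3, 109 without Williams82 6 hpi library 1 and 20 without Williams82 6 hpi library 3. The module-3 mean was 2.12-fold lower in L29. ABC transporter G family member 40 (Glyma.15G011900), an ABA importer in module-3, was lower at 6 hpi (log2 fold change -1.17, standard error 0.21, adjusted p = 0.00768 from edgeR; chosen after its values were seen), and its adjusted p was 0.0941 without L29 6 hpi library 1, 0.0685 without L29 6 hpi library 3 and 0.105 without Williams82 6 hpi library 3. With log2(CPM + 1) in place of the variance-stabilised values, the module-3 difference was -0.86.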

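Module-5 holds metalloendoproteinase 5-MMP (Glyma.02G028200), an extracellular protease, which was lower in L29 at 6 hpi. The protease had 2.16 ± 1.47 normalized counts in L29 and 82.8 ± 78.8 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -5.36, standard error 1.28, adjusted p = 0.0340 from edgeR), and its adjusted p was 0.306 without L29 6 hpi library 1, 0.129 without L29 6 hpi library 3 and 0.319 without Williams82 6 hpi library 3. The module's mean in L29 minus that in Williams82 was 0.15 at 2 hpi, -0.08 at 4 hpi, 0.12 at 6 hpi and -0.24 at 8 hpi on the log2 scale. At 8 hpi the means were 7.40 ± 0.05 in L29 and 7.64 ± 0.00 in Williams82 (SD, n = 2 libraries each). With the median over the genes in place of the mean, the 6 hpi difference was 0.19.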

For module-5, despite similar expression patterns, the magnitude of difference between L29 and Williams82 was greater in Williams82 than in L29.

**Fig 2:**
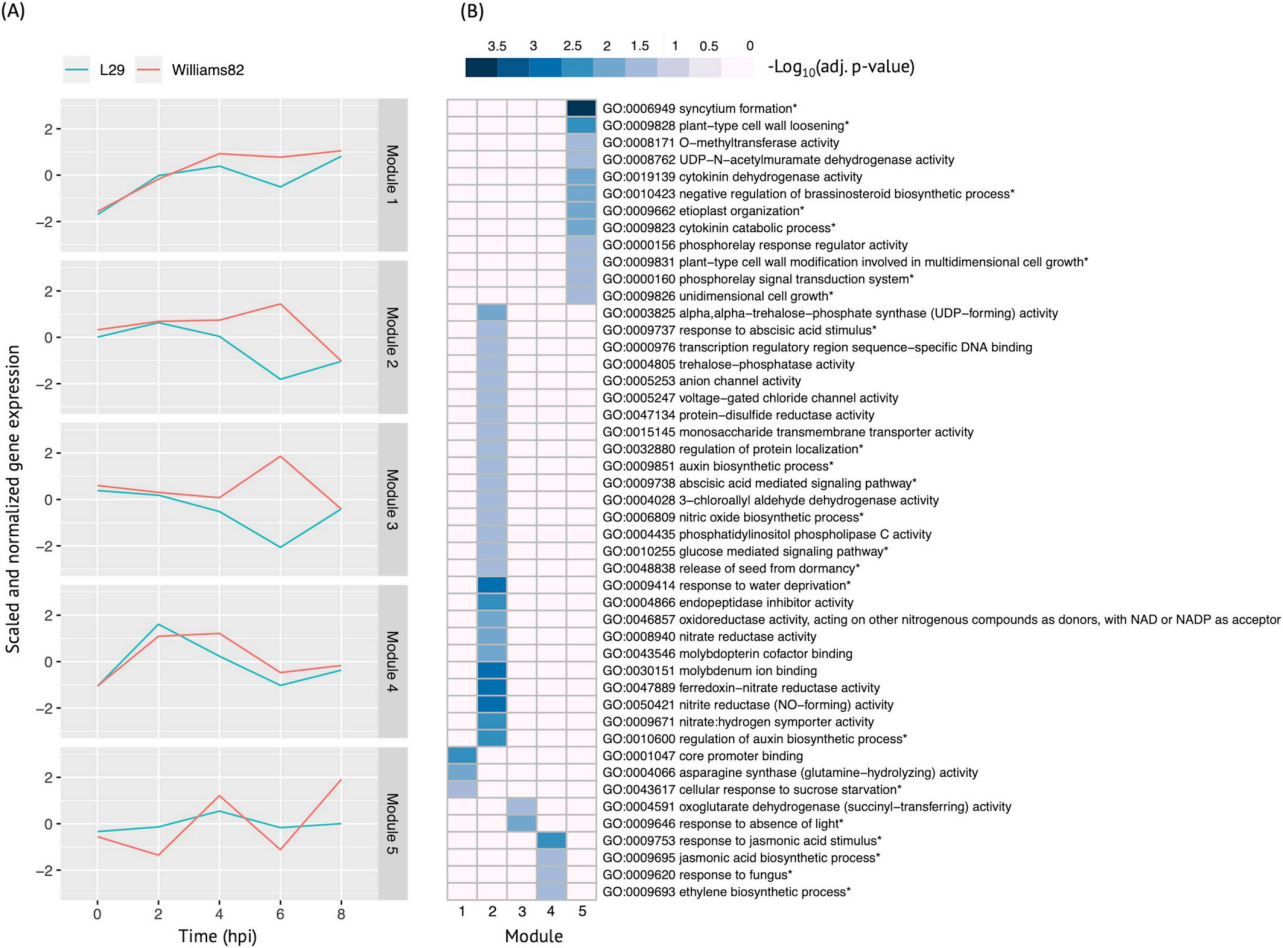
Co-expression gene modules and their biological functions. A module is defined as a group of genes sharing similar expression profiles over time and likely involved in the same biological processes. The expression profile for these modules was determined by averaging the expression levels of DEGs within each module. (A) Mean module expression profiles of L29 and Williams82 over time. Normalized expressions of DEGs were used for clustering with Gaussian-finite mixture modeling. (B) Heatmap of GO functional enrichment analyses. Columns represent module groups. Rows represent hierarchical clustering of enriched GO categories; those with an asterisk indicate a biological process, while all others are molecular functions. Color represents–log_10_ adjusted p-value.

GO enrichment analyses of five co-expression modules showed significant enrichment of 47 biological processes (shown with asterisk) and molecular functions (Fig 2B) (S2 Table). 

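In module-2, Ninja-family protein AFP2 (Glyma.02G118500), which binds ABI5 and dampens ABA responses, had 206 ± 1.56 normalized counts in L29 and 773 ± 87.8 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.91, standard error 0.24, adjusted p = 0.000668 from edgeR). CBL-interacting protein kinase 25 (Glyma.06G062100), a calcium-signaling kinase, was lower too (log2 fold change -1.96, standard error 0.25, adjusted p = 0.000774). Both calls held without any 1 library. Within the 1128 DEGs, 26 of the 198 module-2 genes carried the term for salt stress and 23 that for ABA stimulus (adjusted p = 0.0165 for each, Fisher's exact test). Response to water deprivation, with 23 genes, did not pass (adjusted p = 0.0684). The background was the other DEGs, since GO terms were at hand for the DEGs alone, so that these values differ in kind from those of S2 Table. A recount of the module members per term in S2 Table gave the same number for all 47 terms.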

The co-expression module-2 showed enrichment for several GO terms associated with ABA and auxin biosynthesis and signaling pathways (Fig 2B). The expression profile of this module showed a clear contrast between L29 and Williams82, with a maximum (4-fold) difference at 6 hpi, suggesting that ABA- and auxin-related processes were likely down-regulated in SMV-resistant L29 soybean between 4 and 8 hpi (Fig 2A). [15] 

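At 6 hpi the module-2 mean was 2.76-fold lower in L29. SAUR22 (Glyma.09G219300), an auxin-induced gene, had 9.24 ± 3.54 normalized counts in L29 and 41.4 ± 0.865 in Williams82 (SD, n = 2 each). It was lower in L29 (log2 fold change -2.21, standard error 0.52, adjusted p = 0.0329 from edgeR), and its adjusted p was 0.313 without L29 6 hpi library 1, 0.0853 without L29 6 hpi library 3, 0.0790 without Williams82 6 hpi library 1 and 0.152 without Williams82 6 hpi library 3. Of 41 genes annotated with response to auxin, 4 of them SAUR or IAA genes by description, 22 were lower at 6 hpi (29 lower and 1 higher when adjusted over the list alone, which is not independent evidence), and the 22 became 2 without L29 6 hpi library 1, 12 without L29 6 hpi library 3 and 9 without Williams82 6 hpi library 3. Of 4 genes annotated with auxin synthesis by GO term, 3 were lower. These 3 are the REVEILLE 1-type MYB-like factors Glyma.02G241000, Glyma.13G152300 and Glyma.14G210600. The other 1, a flavin-containing monooxygenase (Glyma.14G141200), was higher (log2 fold change 1.41, standard error 0.30, adjusted p = 0.0200 from edgeR). This gene was chosen after its values were seen, and its adjusted p was 0.112 without L29 6 hpi library 1, 0.0922 without L29 6 hpi library 3, 0.0752 without Williams82 6 hpi library 1 and 0.164 without Williams82 6 hpi library 3. The 3 became 1 without L29 6 hpi library 1. At 4 hpi 3 of the 41 auxin genes were lower by edgeR, none of them with any library of 4 hpi left out, and 15 by DESeq2. The fold of the module mean was 2.58 with log2(CPM + 1), 2.64 with the median over the genes and 3.06 with log2(CPM + 0.1). The paper proposes from this profile that ABA- and auxin-related processes were down-regulated in L29 between 4 and 8 hpi.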

found that ABA-mediated callose deposition in cell walls prevents intercellular virus movement in *Rsv3*-mediated ER in SMV-G5H inoculated L29 after 8 hpi. Callose deposition was not observed in SMV-G7 inoculated L29 (this study); however, Glyma.16152600 and Glyma.03G132700, both encoding beta-1,3-glucanases, were down-regulated at 6 hpi in L29. This is interesting as one of ABA’s defense strategies against viruses is inhibition of these proteins, which function to degrade callose [56]. 

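The identifier printed without its G was taken as Glyma.16G152600, which is annotated as glucan endo-1,3-beta-glucosidase 8. Its normalized counts at 6 hpi were 47.5 ± 33.9 in L29 and 189.6 ± 47.3 in Williams82 (SD, n = 2 each), lower in L29 (log2 fold change -2.11, standard error 0.45, adjusted p = 0.0204 from edgeR). The call ended, with an adjusted p of 0.268 without L29 6 hpi library 1 and 0.182 without Williams82 6 hpi library 3. Glyma.03G132700 was lower as well (log2 fold change -1.16, standard error 0.27, adjusted p = 0.0332), with 195 normalized counts in L29 and 435 in Williams82, and its adjusted p was 0.237 without L29 6 hpi library 1, 0.129 without L29 6 hpi library 3, 0.106 without Williams82 6 hpi library 1 and 0.144 without Williams82 6 hpi library 3. Callose synthase 12 (Glyma.13G297100), which makes callose, was also lower in L29 (log2 fold change -2.11, standard error 0.55, adjusted p = 0.0494). This gene, the only callose synthase among the DEGs, was chosen after its values were seen, and its adjusted p was 0.249 without L29 6 hpi library 1, 0.200001 without L29 6 hpi library 3, 0.180 without Williams82 6 hpi library 1 and 0.125 without Williams82 6 hpi library 3. From the lower glucanases, whose products degrade callose, the paper reasons that Rsv3 begins mounting a defense as early as 6 hpi.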

The down-regulation in L29 of genes encoding callose degradation proteins provides further evidence that *Rsv3* begins mounting a defense as early as 6 hpi. Additionally, [15] showed elevated expressions of ABA and ABA responsive genes in SMV-G5H inoculated L29 leaves after 8 hpi. In contrast, we observed down-regulation of ABA responsive genes in SMV-G7 inoculated L29 leaves before 8 hpi, indicating changes in ABA signaling begin soon after inoculation.

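Of 61 genes of response to ABA, 39 were lower in L29 and 2 were higher at 6 hpi by edgeR (46 and 3 when adjusted over the list alone, which is not independent evidence), the 2 became 1 without L29 6 hpi library 1, 1 without L29 6 hpi library 3 and 1 without Williams82 6 hpi library 3, and the 39 became 5 without L29 6 hpi library 1, 16 without L29 6 hpi library 3 and 14 without Williams82 6 hpi library 3. At 4 hpi 2 were lower by edgeR, neither of them with any library of 4 hpi left out, and 10 were lower and 2 higher by DESeq2. At 8 hpi edgeR called none, but 1 higher without Williams82 8 hpi library 1 and 4 lower without Williams82 8 hpi library 2; 7 were higher and 10 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 2 lower. ABA responsive element-binding factor 2 (Glyma.06G040400), a bZIP activator of ABA genes, had 666 ± 59.4 normalized counts in L29 and 1777 ± 270.5 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.42, standard error 0.18, adjusted p = 0.000786 from edgeR), a call that held without any 1 library. Xanthoxin dehydrogenase (Glyma.11G180800), an enzyme of ABA synthesis, had 0.561 normalized counts in L29 and 91.3 in Williams82 (log2 fold change -6.76, standard error 1.66, adjusted p = 0.0462). Its adjusted p was 0.284 without L29 6 hpi library 1, 0.194 without L29 6 hpi library 3, 0.0717 without Williams82 6 hpi library 1 and 0.183 without Williams82 6 hpi library 3. Of 5 genes of ABA synthesis and breakdown, this was the 1 called by edgeR, and DESeq2 called all 5 lower. Among the same 61 genes at 2 hpi, edgeR called 1 higher and 0 lower, and DESeq2 called 3 higher and 1 lower. At an unadjusted p under 0.05 from edgeR, 11 were higher and 4 lower at 2 hpi. The paper concludes that changes in ABA signaling begin soon after inoculation.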

Co-expression module-4 showed enrichment of several GO terms associated with jasmonic acid (JA) biosynthesis and signaling and ethylene (ET) biosynthesis (Fig 2B). 

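In module-4 phospholipase A1-Ibeta2 (Glyma.17G145900), a chloroplast lipase, had 119 ± 2.03 normalized counts in L29 and 527 ± 37.7 in Williams82 (SD, n = 2 each) at 4 hpi. It was lower in L29 (log2 fold change -2.14, standard error 0.29, adjusted p = 0.00665 from edgeR; chosen after its values were seen), and its adjusted p was 0.121 without L29 4 hpi library 1, 0.176 without L29 4 hpi library 2 and 0.0623 without Williams82 4 hpi library 2. Lipoxygenase 3 (Glyma.07G039900), an enzyme of JA synthesis, was lower at 4 hpi (log2 fold change -1.12, standard error 0.17, adjusted p = 0.0196), and its adjusted p was 0.145 without L29 4 hpi library 1, 0.263 without L29 4 hpi library 2 and 0.155 without Williams82 4 hpi library 2. Within the 1128 DEGs, 18 of the 170 module-4 genes carried the term for JA stimulus (adjusted p = 0.0192, Fisher's exact test), 10 that for response to fungus (adjusted p = 0.0211) and 13 that for JA mediated signaling (adjusted p = 0.0255). JA biosynthesis, with 11 genes, and ethylene biosynthesis, with 9, did not pass (adjusted p = 0.0682 for each). The list of JA synthesis has 27 genes, 4 of them by description and the others by GO term, and it shares members with other lists. Over all 1128 DEGs, edgeR called 450 lower at 6 hpi. At 6 hpi 8 of 27 JA synthesis genes were lower by edgeR (14 lower and 1 higher when adjusted over the list alone, which is not independent evidence), and these became 1 without L29 6 hpi library 1, 4 without L29 6 hpi library 3, 5 without Williams82 6 hpi library 1 and 2 without Williams82 6 hpi library 3. Of 22 genes of ethylene synthesis and EIN3, 7 were lower and 1 was higher (12 and 1 when adjusted over the list alone), and the 7 became 1 without L29 6 hpi library 1, 3 without L29 6 hpi library 3 and 2 without Williams82 6 hpi library 3.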

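At 2 hpi module-4 averaged 8.59 ± 0.05 in L29 and 8.07 ± 0.02 in Williams82 on the log2 scale (SD, n = 2 libraries each). At 4 hpi the order had turned, with 7.21 ± 0.03 in L29 and 8.20 ± 0.11 in Williams82, and 163 of its 170 genes had a lower mean in L29. Of these genes, edgeR called 9 lower at 4 hpi, DESeq2 called 89, and 126 had an unadjusted p under 0.05. The 9 became 0 without L29 4 hpi library 1, 0 without L29 4 hpi library 2, 3 without Williams82 4 hpi library 1 and 0 without Williams82 4 hpi library 2. The L29 minus Williams82 difference was -0.99 at 4 hpi, -0.56 at 6 hpi and -0.20 at 8 hpi, where the libraries of a cultivar differed by an SD of 0.14 in L29 and 0.41 in Williams82. With log2(CPM + 1) the 6 hpi difference was -0.38, and with log2(CPM + 0.1) it was -0.80. The module mean was highest at 2 hpi in L29 and at 4 hpi in Williams82. JAZ1 (Glyma.15G179600), a repressor of JA responses, had 1549 ± 28.0 normalized counts in L29 and 4964 ± 288 in Williams82 (SD, n = 2 each) at 4 hpi and did not pass edgeR's test (log2 fold change -1.68, standard error 0.34, adjusted p = 0.0618), while DESeq2 called it (adjusted p = 0.00756).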

Module-4 expression showed similar profiles between the two cultivars but average expressions were lower in L29 than in Williams82 at 4, 6, and 8 hpi, suggesting JA suppression may be required for *Rsv3*-mediated ER (Fig 2A). Suppression of JA pathway in *Rsv3*-mediated resistance was also reported in SMV-G5H inoculated L29 cultivar [56]. Though JA’s role in viral defense is not well understood, [43] observed that increased JA levels in soybean enhance susceptibility to BPMV. 

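In module-5 the expansins Glyma.01G050100 and Glyma.02G109100, which loosen cell walls, were higher in L29 at 6 hpi. Glyma.01G050100 had 5243 ± 99.1 normalized counts in L29 and 2158 ± 145 in Williams82 (SD, n = 2 each) (log2 fold change 1.28, standard error 0.24, adjusted p = 0.00916 from edgeR), and its adjusted p was 0.0786 without L29 6 hpi library 1, 0.0552 without L29 6 hpi library 3, 0.0568 without Williams82 6 hpi library 1 and 0.0771 without Williams82 6 hpi library 3. Pectin lyase-like protein (Glyma.09G021100) had 236 normalized counts in L29 and 17.8 in Williams82 (log2 fold change 3.77, standard error 0.61, adjusted p = 0.00392), with an adjusted p of 0.0906 without Williams82 6 hpi library 3. Within the 1128 DEGs no GO term passed for module-5 (Fisher's exact test over 333 terms); the smallest adjusted p was 0.130, for cytokinin signaling, with 6 of the 7 DEGs of this term in module-5. Terms with under 5 DEGs, such as cytokinin catabolism, were not tested.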

Interestingly, co-expression module-5 was enriched with genes associated with biological processes such as for syncytium formation (GO:0006949), cell wall modifications (GO:0009828, GO:0009831), cytokinin (CK) degradation (GO:0009823, GO:0019139), and cell growth (GO:0009826). Enrichment for these processes is indicative of virus interference with cell growth and metabolism. 

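From 2 to 8 hpi the module-5 mean spanned 0.408 in Williams82 and 0.0890 in L29 on the log2 scale, against a mean SD between the 2 libraries of a group of 0.0180 and 0.0301. The spans of module-4 were 2.65 in L29 and 1.70 in Williams82, and those of module-1 were 1.26 and 1.16. Module-2 spanned 1.10 and 1.11, and module-3 spanned 0.622 and 0.631. At 6 hpi genes of module-5 differed in both directions. WAT1-related protein (Glyma.08G182900), a vacuolar auxin transporter, was higher in L29 (log2 fold change 2.82, standard error 0.65, adjusted p = 0.0293 from edgeR), and its adjusted p was 0.239 without L29 6 hpi library 1, 0.0566 without L29 6 hpi library 3, 0.134 without Williams82 6 hpi library 1 and 0.152 without Williams82 6 hpi library 3. LEA protein Glyma.11G068900 was lower (log2 fold change -4.80, standard error 0.91, adjusted p = 0.0107), with an adjusted p of 0.138 without L29 6 hpi library 1, 0.0825 without L29 6 hpi library 3 and 0.0583 without Williams82 6 hpi library 3.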

As for the expression profile of this module, it fluctuated drastically from 2 hpi to 8 hpi in Williams82 compared to the subtle shifts in L29. This may indicate greater changes in the activity of these biological processes in Williams82, which are perhaps associated with soybean susceptibility to SMV and stages of virus replication occurring as early as 4 hpi (Fig 2A).

For the enrichment in CK degradation, multiple genes encoding cytokinin dehydrogenases were up-regulated in L29 from 2 to 6 hpi, suggesting CK levels were reduced in L29 relative to Williams82. 

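Cytokinin dehydrogenases break down cytokinins. Cytokinin dehydrogenase 6 (Glyma.09G225400) had 309.6 ± 121 normalized counts in L29 and 115 ± 6.67 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change 1.44, standard error 0.28, adjusted p = 0.0122 from edgeR), and its adjusted p was 0.211 without L29 6 hpi library 1, 0.0633 without Williams82 6 hpi library 1 and 0.102 without Williams82 6 hpi library 3. A second cytokinin dehydrogenase 6 gene (Glyma.11G149100) was higher as well (log2 fold change 1.50, standard error 0.38, adjusted p = 0.0432), and its adjusted p was 0.249 without L29 6 hpi library 1, 0.103 without L29 6 hpi library 3, 0.108 without Williams82 6 hpi library 1 and 0.292 without Williams82 6 hpi library 3. Cytokinin dehydrogenase 7 (Glyma.04G055600) did not pass at 6 hpi (log2 fold change 1.34, standard error 0.36, adjusted p = 0.0559), while DESeq2 called it (adjusted p = 0.00824). At 2 hpi the largest difference was in Glyma.12G011400 (log2 fold change 1.25, standard error 0.29, adjusted p = 0.135). These last 2 genes were chosen after their values were seen. Of the 4 genes, edgeR called none at 2 hpi, where 1 had an unadjusted p under 0.05, DESeq2 called 1 and edgeR called 1 higher without L29 2 hpi library 3. At 4 hpi edgeR and DESeq2 called none, and 1 gene was lower at an unadjusted p under 0.05. The 2 called at 6 hpi became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3, 1 without Williams82 6 hpi library 1 and 0 without Williams82 6 hpi library 3, and adjusted over the list alone, which is not independent evidence, 3 were higher. From the higher dehydrogenases, the paper proposes that cytokinin levels were reduced in L29.

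**Figure D3:**
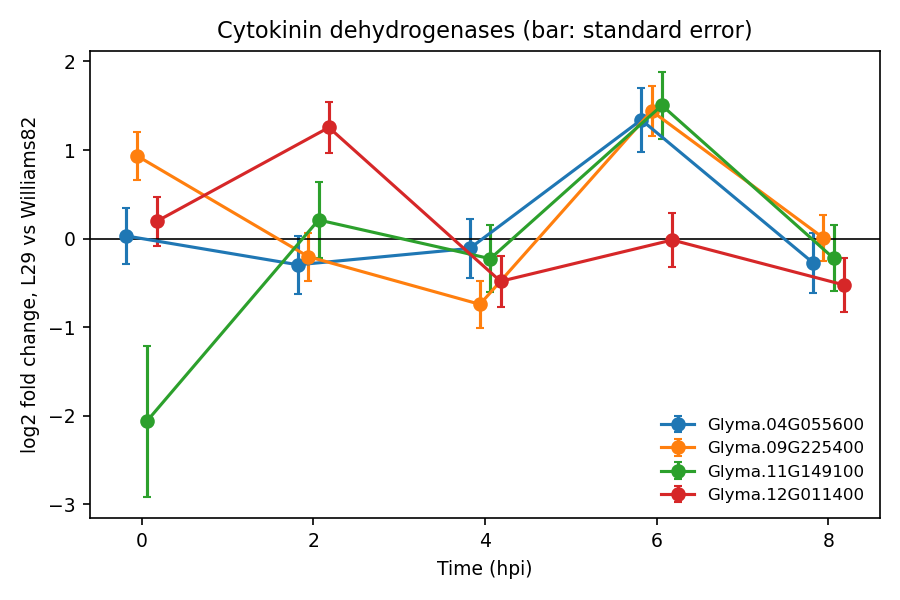
Log2 fold change of L29 over Williams82 (points, with standard errors as bars) for 4 cytokinin dehydrogenase genes at 0, 2, 4, 6 and 8 hpi. At 6 hpi Glyma.09G225400 lies at 1.44 and Glyma.11G149100 at 1.50.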

CKs function to promote cell proliferation and elongation, numerous developmental processes, and are known to have a role in viral resistance [53]. In Williams82, the large expression changes in genes involved in membrane activity, syncytium formation, cell wall loosening, and cell growth and modification are known to be associated with early and initial stages of the potyvirus infection process in susceptible hosts [57, 58]. In particular, syncytium formation is a biological process in which virus-infected cells fuse together to form enlarged multi-nucleated cells called syncytia [59]. The increase in gene products used to form syncytia, which are not known to occur in cells of potyvirus-infected plants, may reflect the initiation of virus replication in the susceptible host, Williams82, as it did not occur in L29. 

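Of 12 genes with the term syncytium formation, 2 were higher in L29 and 3 were lower at 6 hpi by edgeR (4 and 5 when adjusted over the list alone, which is not independent evidence). Expansin-A15 (Glyma.17G101400), which loosens cell walls, had 22.6 ± 7.77 normalized counts in L29 and 96.7 ± 22.0 in Williams82 (SD, n = 2 each) at 6 hpi. It was lower in L29 (log2 fold change -2.07, standard error 0.51, adjusted p = 0.0415 from edgeR), with an adjusted p of 0.171 without L29 6 hpi library 1, 0.228 without L29 6 hpi library 3, 0.0707 without Williams82 6 hpi library 1 and 0.292 without Williams82 6 hpi library 3. At 2 hpi another Expansin-A15 gene (Glyma.06G195000) was higher in L29 (log2 fold change 2.53, standard error 0.41, adjusted p = 0.0192), with an adjusted p of 0.245 without L29 2 hpi library 1 and 0.371 without Williams82 2 hpi library 2. With 1 library left out, no syncytium gene was called at 6 hpi without L29 6 hpi library 1, L29 6 hpi library 3 or Williams82 6 hpi library 3, and 2 were called lower without Williams82 6 hpi library 1.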

After all, potyviruses are known to form 6K2 membrane-bound vesicles that later form tubular structures and interact with host endoplasmic reticulum [60]. This response could have been facilitated by heightened CK levels in Williams82. Interestingly still, CKs can act synergistically with the SA signaling pathway, triggering its activation [53]. In fact, [61] proposed that CK levels might aid in determining the amplitude of SA-related immunity. Perhaps in the case of soybean *Rsv3*-mediated resistance, where it seems suppression of the SA pathway is required, this suppression is achieved through reduced CK levels.

Only single biological processes such as responses to sucrose starvation and absence of light were enriched for the co-expression module-1 and module-3, respectively, but the analyses of these modules will not be included in this study. 

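Module-1 holds 2 asparagine synthetases of the sucrose starvation list (Glyma.11G170300 and Glyma.11G171400), both lower in L29 at 6 hpi. The dynein light chain of module-1 (Glyma.07G138900), part of a motor complex, was higher, with 135 ± 7.17 normalized counts in L29 and 33.0 ± 24.1 in Williams82 (SD, n = 2 each) (log2 fold change 2.06, standard error 0.47, adjusted p = 0.0289 from edgeR). Its adjusted p was 0.138 without L29 6 hpi library 1, 0.103 without L29 6 hpi library 3 and 0.291 without Williams82 6 hpi library 3. In module-3 Glyma.08G070000, annotated as a 2-oxoglutarate-dependent enzyme, had no counts in L29 and 13.5 in Williams82, at least 5.54-fold lower, and its adjusted p of 0.0217 was 0.218 without L29 6 hpi library 1, 0.0915 without L29 6 hpi library 3 and 0.128 without Williams82 6 hpi library 3. Within the 1128 DEGs no GO term passed for module-1 or module-3 (Fisher's exact test). Only terms with at least 5 DEGs were tested. The sucrose starvation list holds 4 genes in all, so that the test says nothing on this term in module-1. Absence of light, with 7 genes in module-3, had an adjusted p of 0.934. The background was the other DEGs, so that these values differ in kind from those of S2 Table.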

We also analyzed gene family enrichment using an online tool, GenFam [47]. We found that some results are in agreement with the GO analysis. In particular, GenFam found that “Kunitz Trypsin Inhibitor (KTI) gene family” is enriched in module-2, whereas GO analysis showed (GO:0004866) endopeptidase inhibitor activity is also enriched in module-2. This result from GenFam is more specific than GO annotation because KTI is a specific type of endopeptidase inhibitor. Similarly, we also found “Expansin gene family” is enriched in module-5, whereas GO analysis showed (GO:0009828) plant-type cell wall loosening is also enriched in module-5. 

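All 6 Kunitz trypsin inhibitors among the DEGs, which block digestive proteases of insects, were lower in L29 at 6 hpi. Kunitz trypsin inhibitor 2 (Glyma.08G341600) had 1872 ± 419.7 normalized counts in L29 and 8771 ± 2870.2 in Williams82 (SD, n = 2 each) (log2 fold change -2.23, standard error 0.24, adjusted p = 0.000180 from edgeR). Glyma.16G212500, the member in module-5, was lower too (log2 fold change -1.93, standard error 0.29, adjusted p = 0.00223), and both calls held without any 1 library. Glyma.08G341700 (-1.72), Glyma.08G341800 (-2.04), Glyma.08G342100 (-2.29) and Glyma.09G163900 (-1.93) had the log2 fold changes given with them. With 1 library left out, the 6 became 2 without L29 6 hpi library 1. For endopeptidase inhibitor activity, 4 of the 5 DEGs with the term lay in module-2 (adjusted p = 0.121, Fisher's exact test within the DEGs).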

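Of 11 expansins among the DEGs, 2 were higher in L29 and 2 were lower at 6 hpi by edgeR (4 higher and 5 lower by DESeq2). The higher pair lay in module-5, where Glyma.02G109100 had 8633 ± 619 normalized counts in L29 and 3569 ± 60.9 in Williams82 (SD, n = 2 each) (log2 fold change 1.27, standard error 0.26, adjusted p = 0.0160 from edgeR) and an adjusted p of 0.131 without L29 6 hpi library 1, 0.0586 without L29 6 hpi library 3, 0.0717 without Williams82 6 hpi library 1 and 0.132 without Williams82 6 hpi library 3. Expansin-like B1 (Glyma.01G204800) of module-2 had 11.9 normalized counts in L29 and 269.5 in Williams82 (log2 fold change -4.55, standard error 0.86, adjusted p = 0.0105), with an adjusted p of 0.162 without L29 6 hpi library 1, 0.0629 without L29 6 hpi library 3 and 0.0900 without Williams82 6 hpi library 3. Adjusted over the list alone, which is not independent evidence, 4 were higher and 5 were lower. With 1 library left out, 2 expansins were called lower without Williams82 6 hpi library 1, and none was called in the other 3 cases.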

Although many factors might regulate plant-type cell wall loosening, the results from GenFam enrichment provide a more specific result suggesting expansin genes are the main gene family contributing to cell wall loosening in our experiment.

### Suppression of MYC2 transcription factor expression is important for *Rsv3*-mediated ER

Our network inference analysis identified candidate genes regulating gene expression in each module. Between the five network inference methods, a total of 654 interactions were identified between TF genes and the gene co-expression modules. 

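In the deposited list of interactions, 55 of the 56 were marked as predicted by 4 methods and 1, of Glyma.17G145300, by 3. Partial correlation had missed 49 of them, ARACNE 6, CLR 1, LARS 1 and the random forest none. Module-1 took part in 13 interactions, module-2 in 12, module-3 in 6, module-4 in 11 and module-5 in 14. In 17 interactions the factor lay in the module it was linked to. Of the 49 factors, 4 were higher in L29 and 19 were lower at 6 hpi by edgeR (5 and 32 by DESeq2). Over all 1128 DEGs, edgeR called 76 higher and 450 lower at 6 hpi, shares near those of the factors. The 4 became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3 and 0 without Williams82 6 hpi library 3, and the 19 became 0 without L29 6 hpi library 1, 6 without L29 6 hpi library 3 and 3 without Williams82 6 hpi library 3. One of the 49 was the NAC factor Glyma.18G301500, with 802 ± 220.5 normalized counts in L29 and 290.3 ± 51.4 in Williams82 (SD, n = 2 each) at 2 hpi (log2 fold change 1.46, standard error 0.20, adjusted p = 0.00401 from edgeR; chosen after its values were seen) and an adjusted p of 0.109 without L29 2 hpi library 1 and 0.157 without Williams82 2 hpi library 2.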

No interaction was predicted by all five methods, but 56 interactions were predicted by four out of five methods (S3 Table). These 56 TF-module interactions were regulated by 49 TFs, indicating some TFs regulated more than one module, and all five modules were regulated by more than one TF. 

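Among the 49 factors, 6 were linked to more than 1 module. At 2 hpi 2 of the 49 were higher in L29 by edgeR (7 higher and 2 lower by DESeq2), and these became 0 without L29 2 hpi library 1, 5 without L29 2 hpi library 3, 0 without Williams82 2 hpi library 2 and 1 without Williams82 2 hpi library 3. At 4 hpi edgeR called none, 4 were higher and 21 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 8 lower. Over 2 to 8 hpi 25 of the 49 were called by edgeR at 1 or more time points. NAC transcription factor-like 9 (Glyma.06G138100), a target in Table 3, was lower at 2 hpi (log2 fold change -1.01, standard error 0.17, adjusted p = 0.0252 from edgeR), and its adjusted p was 0.390 without L29 2 hpi library 1 and 0.393 without Williams82 2 hpi library 2.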

Because there could be an unknown number of false negatives (true interactions that were not supported by expression data) and false positives (interactions supported by expression data but not found in biological systems) in the predicted interactions, we chose to use bioinformatics approaches to validate our computational predictions. In the rest of this manuscript, we focused on the predicted interactions that are supported by homologous interactions in the model species, *A*. *thaliana*, and also analyzed the motif enrichment to compare with known motifs in *A*. *thaliana*.

When the 56 putative interactions were transformed to homologous *A*. *thaliana* interactions, comparison to the *A*. *thaliana* DAP-seq dataset validated 1732 TF-gene interactions, with 21 TFs and 819 genes (S4 Table). This translates to 25 TF-module interactions found from the network inferred 56 TF-module interactions (S5 Table). 

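The deposited target list held 1732 rows with 21 factors and 819 target genes in 25 pairs of factor and module. Of the 819 targets, 52 were higher in L29 and 329 were lower at 6 hpi by edgeR (88 and 520 by DESeq2). Over all 1128 DEGs, edgeR called 76 higher and 450 lower at 6 hpi, shares near those of the targets. The 52 became 7 without L29 6 hpi library 1, 15 without L29 6 hpi library 3, 28 without Williams82 6 hpi library 1 and 6 without Williams82 6 hpi library 3, and the 329 became 37 without L29 6 hpi library 1, 117 without L29 6 hpi library 3 and 83 without Williams82 6 hpi library 3. At 2 hpi 21 were higher, which became 6 without L29 2 hpi library 1 and 5 without Williams82 2 hpi library 2, and 4 were lower, which became 1 without L29 2 hpi library 1 and 1 without Williams82 2 hpi library 2. At 4 hpi 1 was higher, but not without L29 4 hpi library 1, L29 4 hpi library 2 or Williams82 4 hpi library 2, and 17 were lower, which became 1 without L29 4 hpi library 1, 0 without L29 4 hpi library 2, 5 without Williams82 4 hpi library 1 and 1 without Williams82 4 hpi library 2. One target, ATL6 (Glyma.16G194600), a ubiquitin ligase of defense and sugar responses, had 115 ± 30.7 normalized counts in L29 and 394 ± 16.6 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.79, standard error 0.25, adjusted p = 0.00127 from edgeR), and its adjusted p was 0.0565 without L29 6 hpi library 1.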

Further validation by motif sequence analysis discovered 20 enriched motifs in the five modules, with each module containing enrichment of one or more motifs (S6 Table). The identified motifs represent putative TF binding sites from which TFs can regulate the expression of target genes in each of the modules; this allowed us to identify TF families that may recognize and bind to the enriched motif sequences. 

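Of the 11 factors in Table 1, 1 was higher in L29 and 3 were lower at 6 hpi by edgeR (2 and 5 by DESeq2); the 1 was Glyma.17G090500. Without L29 6 hpi library 1 or Williams82 6 hpi library 3 none of the 11 was called, without L29 6 hpi library 3 only 1 was called lower, and without Williams82 6 hpi library 1 there were 2 lower. Across the 20 libraries, 12 pairs of a factor and its module mean were correlated, with permutation p-values adjusted over the 12. The study had linked these pairs by network inference on the same libraries, so that a correlation was selected for and the p-values are not independent evidence. Of the DEGs outside the target module, 80.4% had a weaker correlation with module-1 than Glyma.07G060400, and 81.6% one with module-3 weaker than Glyma.06G092000. Libraries of one group are not independent, and over the 10 group means none passed (smallest adjusted p = 0.0854). For Glyma.07G060400 and module-1, Pearson's r was -0.69 (adjusted permutation p = 0.006), Spearman's rho was -0.61, and r was -0.66 without the 2 libraries farthest from the median. For bHLH93 (Glyma.06G092000) and module-3, r was -0.53 (adjusted permutation p = 0.0205), rho -0.68 and r without those 2 libraries -0.60. Within Williams82 3 of the 12 passed and within L29 none, with 10 libraries in each. At 6 hpi bHLH93 itself did not pass edgeR's test (log2 fold change 1.37, standard error 0.36, adjusted p = 0.0516).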

From the 25 TF-module interactions validated with the *A*. *thaliana* DAP-seq data, we found nine interactions further validated by motif sequence analyses (Table 1). Still, though the *A*. *thaliana* DAP-seq dataset is large, it does not represent every interaction; therefore, we included three additional interactions from the inferred 56 TF-module interactions that were validated by motif enrichment only.

**Table 1:** *A*. *thaliana* and motif validated interactions.

TF Name	TF Family	Target Module	*A*. *thaliana* Homolog	MEME Motif Enrichment E-value	MEME Motif	DAP-seq Motif	DAP-seq Motif Similarity p-value
Glyma.07G060400	bZIP	1	AT2G46270	2.00E-20	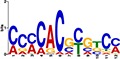	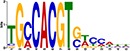	3.59E-04
Glyma.04G036700	MYB	2	AT3G50060	2.40E-19	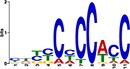	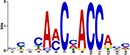	8.16E-04
Glyma.07G051500*	MYC2 (bHLH)	2	AT1G32640	9.30E-24	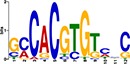	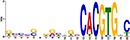	5.58E-05
Glyma.06G092000*	bHLH	3	AT5G65640	6.20E-05	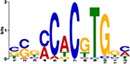	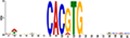	7.62E-05
Glyma.17G090500*	bHLH	4	AT4G20970	2.30E-04	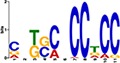	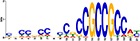	2.22E-04
Glyma.17G145300	ERF	4	AT5G47230	1.60E-02	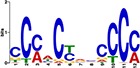	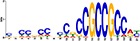	1.78E-06
Glyma.08G042100	MYB	4	AT1G25340	1.00E-18	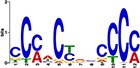	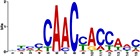	1.90E-05
Glyma.02G080200 Glyma.08G216600 Glyma.05G234600 Glyma.08G042100	ERF ERF MYB MYB	5	AT2G33710 AT5G25190 AT1G25340 AT1G25340	2.10E-11	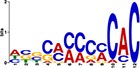	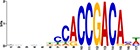	2.89E-04 4.24E-03
						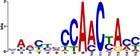	5.01E-06
Glyma.18G301500	NAC	5	AT5G13180	1.20E-33	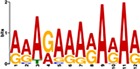	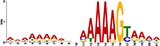	5.01E-06

Shown are putative TF-module interactions with their validation results from motif sequence analyses. MEME results show enriched motifs found in each module using promoter sequences of genes belonging to module. *A*. *thaliana* DAP-seq data was used to find motifs with high similarity to MEME motifs, which enabled identification of TFs that putatively recognize and bind the enriched MEME motifs discovered in each module.

*TFs with asterisks were validated by motif sequence analyses only.

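The 5 factors given here were linked to module-5 by inference on these libraries, and Glyma.18G301500 and Glyma.08G216600 were also grouped into it on the same values, so that their correlations with it were selected for. For the NAC factor Glyma.18G301500 and the module-5 mean, Pearson's r over the 20 libraries was 0.56 (permutation p = 0.0159 adjusted over 12 pairs; Spearman's rho 0.68; r 0.54 without the 2 farthest libraries). Of the ERF factors, Glyma.02G080200 had r = 0.56 (rho 0.64; 0.55 without those 2 libraries). Glyma.08G216600 had r = 0.63, and neither its rank correlation (rho 0.45, adjusted permutation p = 0.0660) nor the value without those 2 libraries (0.35, adjusted permutation p = 0.196) passed. Its sign turned within L29, where r was -0.28, against 0.87 within Williams82. MYB116 (Glyma.05G234600) had r = 0.64 (rho 0.62; 0.50 without those 2 libraries, adjusted permutation p = 0.0616), and the MYB factor Glyma.08G042100 had r = 0.57 (rho 0.60; 0.62 without those 2 libraries). The libraries of a group share their time point and cultivar, and over group means none of these passed. MYB116 (Glyma.05G234600; chosen after its values were seen) had 13.7 ± 0.285 normalized counts in L29 and 51.7 ± 9.38 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.92, standard error 0.49, adjusted p = 0.0464 from edgeR), and its adjusted p was 0.293 without L29 6 hpi library 1, 0.164 without L29 6 hpi library 3, 0.0735 without Williams82 6 hpi library 1 and 0.273 without Williams82 6 hpi library 3.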

Motif sequence analyses showed that co-expressed genes in module-5 are regulated by NAC (NAM, ATAF1/2, and CUC), ERF (ethylene responsive factor) and/or MYB (myeloblastosis oncogene) TFs (Table 1). NAC TFs are major regulators of biotic and abiotic stress responses in plants. Several studies have shown the induction of NAC TFs upon virus infection and their essential role in basal defense and the innate plant immune system [62, 63]. This is consistent with the enrichment for genes associated with syncytium formation in module-5. The ERF TFs are well known to be involved in the regulation of disease resistance pathways [64, 65]. Their expression can be altered by pathogen attack and phytohormones like JA, SA, and ET [66]. 

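ERF5 (Glyma.17G145300), an ethylene responsive factor, had 182 ± 23.9 normalized counts in L29 and 480.2 ± 269 in Williams82 (SD, n = 2 each) at 2 hpi. It was lower in L29 without passing edgeR's test (log2 fold change -1.40, standard error 0.40, adjusted p = 0.2496), nor did it pass at 6 hpi (log2 fold change -0.13, standard error 0.39, adjusted p = 0.965). Over the 20 libraries its correlation with the module-4 mean was weak (Pearson's r = -0.19, permutation p = 0.433 adjusted over 12 pairs, Spearman's rho -0.17, r -0.22 without the 2 farthest libraries).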

Only one ERF TF gene (Glyma.17G145300) was found to regulate the JA responsive genes in module-4 (Fig 3A) (Table 1). The *A*. *thaliana* homolog of this gene encodes ERF5, which has been implicated as a regulator in the JA-mediated defense pathway [67]. The disparate expression profiles and putative function makes Glyma.17G145300 gene an ideal candidate for the differential regulation of JA-related processes found in module-4, which may lead to *Rsv3*-mediated ER response in soybean. 

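At 4 hpi Glyma.17G145300 had 434 ± 44.1 normalized counts in L29 and 297 ± 104 in Williams82 (SD, n = 2 each) (log2 fold change 0.55, standard error 0.39, adjusted p = 0.743 from edgeR), and at 8 hpi the log2 fold change was 0.89 (standard error 0.38, adjusted p = 0.828). It was therefore not called at any time point by edgeR, while DESeq2 gave an adjusted p of 0.0309 at 2 hpi. Whether its course over time differed between the cultivars was tested from 0 hpi to 2 hpi (change of -2.33 on the log2 scale, adjusted p = 0.279) and to 4 hpi (change of -0.38, adjusted p = 0.955). From its profile and the function of its homolog, the paper concludes that it is a candidate for the regulation of JA-related processes in module-4.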

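The MYB factor Glyma.08G042100, annotated as MYB116, had a log2 fold change of 2.17 at 2 hpi (adjusted p = 0.186), -1.93 at 4 hpi (adjusted p = 0.150) and -1.92 at 6 hpi (adjusted p = 0.0794), and passed edgeR's test at none of them. Its normalized counts at 6 hpi were 19.8 ± 6.90 in L29 and 77.5 ± 38.8 in Williams82 (SD, n = 2 each). The study grouped it into module-4 and linked it to that module on these same libraries, so that its correlation with the module-4 mean was selected for (Pearson's r = 0.68, permutation p = 0.006 adjusted over 12 pairs, Spearman's rho 0.73, r 0.62 without the 2 farthest libraries). Of the DEGs outside the module, 87.0% had a weaker correlation with that mean. For the bHLH factor Glyma.17G090500 the correlation did not pass (r = 0.39, adjusted permutation p = 0.108, rho 0.27, r 0.27 without the 2 farthest libraries).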

Some genes in module-4 were also predicted to be regulated by a basic/helix-loop-helix (bHLH) TF (Glyma.17G090500) and a MYB TF (Glyma.08G042100) (Table 1). The bHLH TF (Glyma.17G090500) showed contrasting expression profiles between L29 and Williams82, with a two-hour lag in expression changes observed in Williams82 (Fig 3A). 

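The deposited name of Glyma.17G090500 is transcription factor bHLH162. At 4 hpi it had 256 ± 1.60 normalized counts in L29 and 596 ± 5.65 in Williams82 (SD, n = 2 each) and did not pass edgeR's test (log2 fold change -1.22, standard error 0.26, adjusted p = 0.0805), and at 6 hpi it was higher in L29 with 512 against 252 (log2 fold change 1.02, standard error 0.25, adjusted p = 0.0415). This adjusted p was 0.247 without L29 6 hpi library 1, 0.104 without L29 6 hpi library 3, 0.135 without Williams82 6 hpi library 1 and 0.219 without Williams82 6 hpi library 3. The sign therefore turned between 4 and 6 hpi, with a value of -0.91 at 2 hpi (adjusted p = 0.238).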

Another MYB TF (Glyma.04G036700) was also found to regulate genes in module-2, and its expression was significantly down-regulated in L29 at a 6 hpi (Fig 3B). 

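MYB77 (Glyma.04G036700), a regulator of auxin responses, had 3.26 ± 1.43 normalized counts in L29 and 31.0 ± 1.52 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -3.30, standard error 0.64, adjusted p = 0.0121 from edgeR). Its adjusted p was 0.188 without L29 6 hpi library 1, 0.0554 without L29 6 hpi library 3 and 0.0642 without Williams82 6 hpi library 3. The files place this gene in module-3. Across the 20 libraries it was correlated with the module-2 mean (Pearson's r = 0.63, permutation p = 0.00787 adjusted over 12 pairs, Spearman's rho 0.69), and r was 0.37 without the 2 libraries farthest from the median (adjusted permutation p = 0.189). The pair was linked by inference on the same libraries, so that this is not independent evidence.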

MYBs are known to be involved in plant defense and stress responses [65]. In particular, MYB77, encoded by Glyma.04G036700 (the MYB regulating module-2), is associated with stress responses and is a modulator of auxin activity, of which module-2 was enriched with [68, 69].

**Fig 3:**
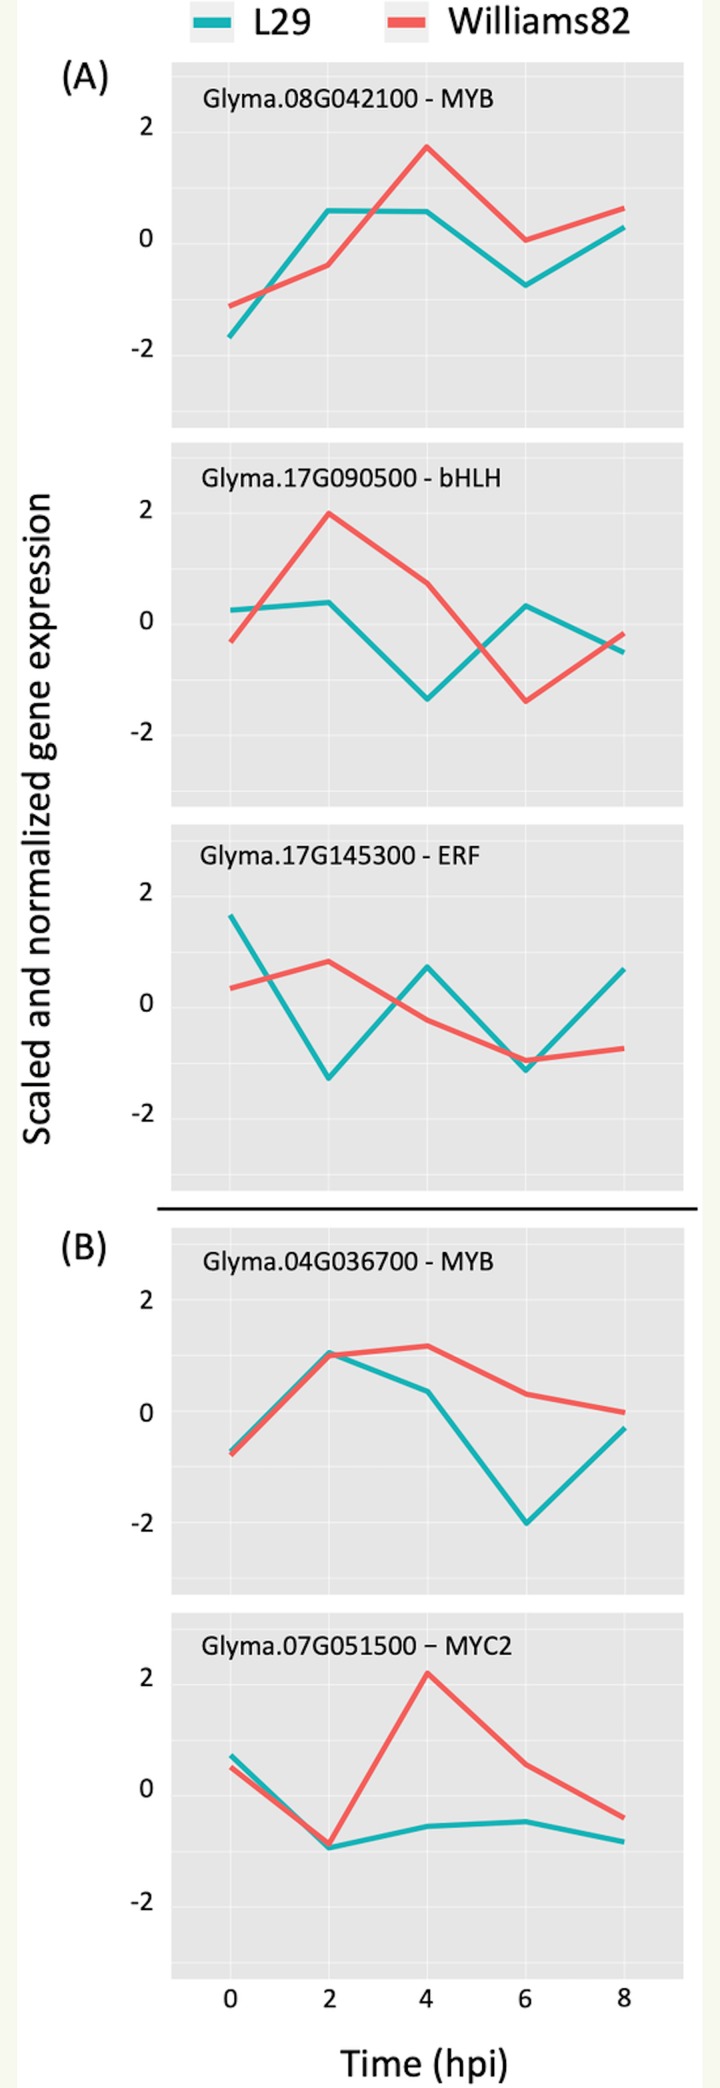
Comparison of normalized gene expression profiles of validated TFs in L29 and Williams82. (A) TFs predicted to regulate module-4. (B) TFs predicted to regulate module-2.

The module-2 was significantly enriched for the G-box motif (“CACGTG”), which is specifically recognized by the bHLH TF superfamily, and our network happened to predict a bHLH (Glyma.07G051500) regulating module-2 (Table 1) [70, 71]. This TF was differentially expressed at 4 hpi with a log2 fold change of -2.30 in L29, showing it was triggered prior to the major transcriptional shift observed at 6 hpi. 

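MYC2 (Glyma.07G051500), a regulator of JA responses in the paper's reading, is named transcription factor bHLH14 in the files. It had 46.6 ± 12.5 normalized counts in L29 and 227 ± 67.5 in Williams82 (SD, n = 2 each) at 4 hpi. Its log2 fold change was -2.29 (standard error 0.47), which did not pass edgeR's test (adjusted p = 0.0667), while DESeq2 called it (adjusted p = 0.000950). It passed with the 4 libraries of 4 hpi alone (adjusted p = 0.00571) and not with RLE size factors (0.0622) or filterByExpr (0.0533). Its adjusted p was 0.349 without L29 4 hpi library 1, 0.503 without L29 4 hpi library 2, 0.129 without Williams82 4 hpi library 1 and 0.383 without Williams82 4 hpi library 2, with log2 fold changes from -2.59 to -1.95. Whether the difference changed from 0 to 4 hpi was tested as well (change of -2.43 on the log2 scale, adjusted p = 0.157 from edgeR). From the difference at 4 hpi, the paper concludes that this factor was triggered before the major shift at 6 hpi.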

Comparison of its expression pattern revealed vastly different profiles, with a significant peak in expression in Williams82 (Fig 3B**)**. This gene was also identified as a putative resistance gene against a leaf-eating insect, the common cutworm, and similarly, its expression levels were also significantly lower at 4 hpi in the resistant line [72]. This suggests Glyma.07G051500’s activity is important in pathogen defense. 

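The log2 fold change of Glyma.07G051500 was 0.15 at 0 hpi, 0.18 at 2 hpi, -0.97 at 6 hpi (standard error 0.45, adjusted p = 0.291 from edgeR) and -0.43 at 8 hpi. In Williams82 its normalized counts were 36.2 at 2 hpi, 227 at 4 hpi, 94.7 at 6 hpi and 51.5 at 8 hpi, and in L29 41.5, 46.6, 49.1 and 38.1 (means of 2 libraries). Across the 20 libraries its correlation with the module-2 mean, a pair linked by inference on these libraries, did not pass (Pearson's r = 0.34, permutation p = 0.157 adjusted over 12 pairs, Spearman's rho 0.29, r 0.24 without the 2 farthest libraries).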

The *A*. *thaliana* homolog (AT1G32640) of Glyma.07G051500 encodes a MYC-related transcriptional activator (MYC2) with a bHLH leucine zipper DNA binding domain [73].

*MYC2* is reported to condition resistance to insects and regulate ABA signaling, JA-responsive pathogen defense, oxidative stress response genes, and other TFs’ expressions, as well as negatively regulate its own expression [73–79]. Notably, *MYC2* is described as a “master switch” in modulating both positive and negative crosstalk between ABA and JA signaling [80]. As mentioned earlier, we found enrichment for both ABA- and JA-related processes in this study; thus MYC2, encoded by Glyma.07G051500, could be a key regulator in mediating the modular phytohormone responses observed with *Rsv3*-mediated ER. Interestingly, examination of the data from the study using avirulent SMV-G5H and virulent SMV-G7H strains on L29 [56] revealed that the *MYC2* gene Glyma.07G051500 as well as other *MYC2* genes were also exclusively expressed at low levels in L29 during *Rsv3*-mediated resistance. Interesting still, these are not the only instances where suppression of *MYC2* has been shown to promote resistance. In another RNA-seq experiment using near-isogenic soybean lines to study bacterial leaf pustule resistance, three genes encoding MYC2 TFs were expressed at low levels in the resistant line and predicted to be important for conditioning resistance [81]. In an even more striking genome-wide association study (GWAS) on soybean, the same *MYC2* gene (Glyma.07G051500) that was found in this study was identified as a putative resistance gene against the common cutworm where its expression was also significantly down-regulated in the resistant line [72]. Even in tomato, *MYC2* has been shown to regulate immunity via the JA pathway by coordinating a transcriptional cascade [82]. Taken together, these findings indicate that *MYC2* activity may be important in pathogen defense. In particular, it appears that suppression of its activity may in some cases promote resistance, which may be a consequence of its status as a master regulator, allowing it to efficiently suppress expression of targets exploited by pathogens. Because, perhaps by altering a master regulator’s expression, the expression of numerous downstream genes (some of which may be targets for pathogen exploitation) can be altered in such a way as to condition resistance. Whatever the case, the function of *MYC2* in relation to *Rsv3*-mediated ER poses an interesting subject for more research, as it may be responsible for many of the changes observed in ABA and JA signaling that are observed during *Rsv3* resistance [15, 56].

### Modular regulation of abscisic acid signaling and suppression of jasmonic acid signaling are features of *Rsv3*-mediated ER

We examined the gene targets of the *MYC2* (Glyma.07G051500) and *MYB* (Glyma.04G036700) TFs regulating module-2. In particular, we looked at genes involved in ABA, auxin, and defense processes (Table 2). All gene targets were down-regulated at 6 hpi in L29. 

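All 30 targets of Table 2 had a lower mean in L29 at 6 hpi, and edgeR called 26 of them (DESeq2 called 30). The 26 became 5 without L29 6 hpi library 1, 15 without L29 6 hpi library 3 and 13 without Williams82 6 hpi library 3. The Ninja-family protein AFP2 gene Glyma.01G060300, a brake on ABA responses, had 114 ± 27.6 normalized counts in L29 and 488 ± 8.27 in Williams82 (SD, n = 2 each) (log2 fold change -2.12, standard error 0.32, adjusted p = 0.00225 from edgeR), and its adjusted p was 0.0812 without L29 6 hpi library 1. The 4 targets that did not pass were Glyma.07G074400 (adjusted p = 0.0967), Glyma.09G218600 (0.0678), Glyma.09G005700 (0.0508) and Glyma.13G253300 (0.0502). ETHYLENE INSENSITIVE 3 (Glyma.13G076700), an activator of ethylene responses, was lower (log2 fold change -1.33, standard error 0.19, adjusted p = 0.00134) and kept its call without any 1 library. The study listed these genes because they were differentially expressed in these libraries, so that their direction here is not independent evidence.

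**Figure D4:**
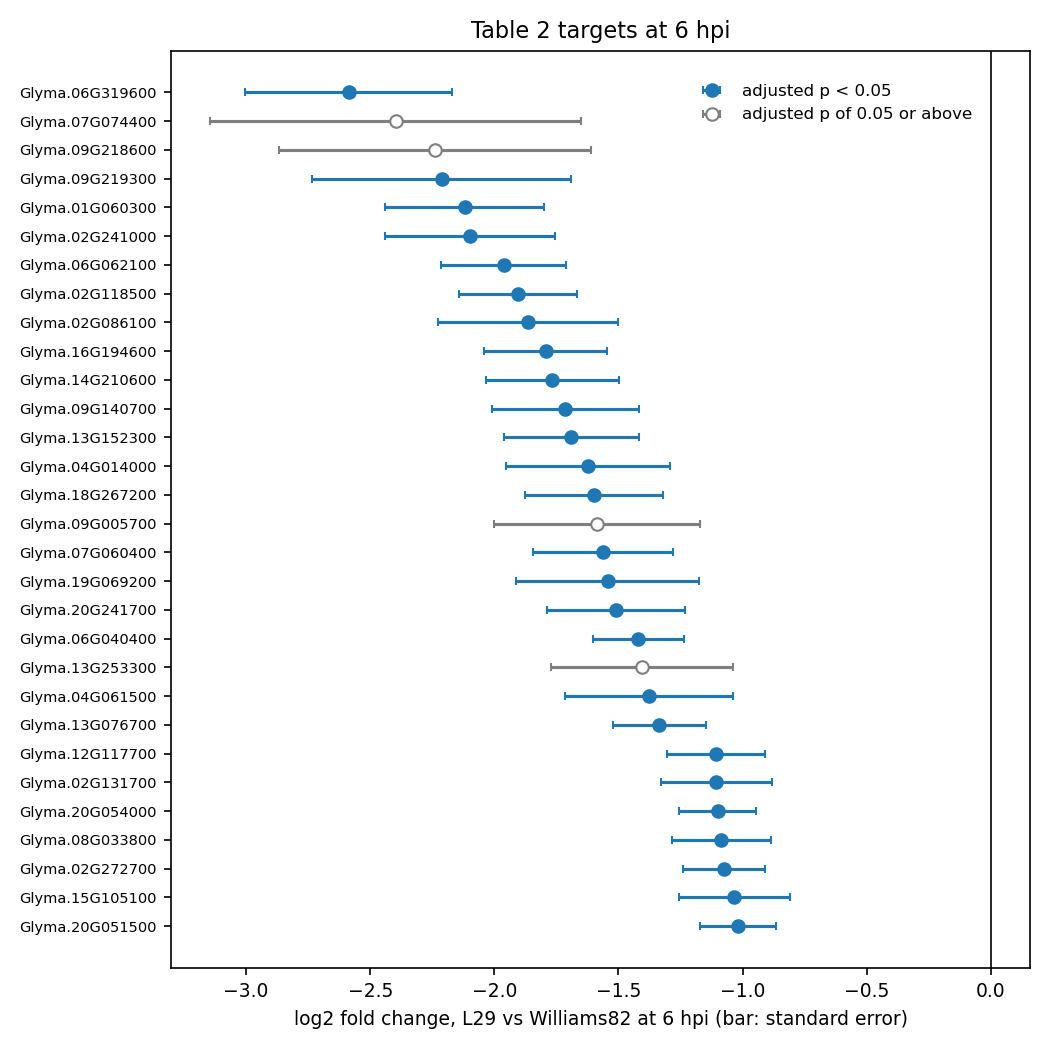
Log2 fold change of L29 over Williams82 at 6 hpi for the 30 targets of Table 2 (points, with standard errors as bars), marked by whether edgeR called them. All lie below 0, the lowest at -2.59 for Glyma.06G319600 and the highest at -1.02 for Glyma.20G051500.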

Among the targets were genes encoding ABA and auxin responsive element-binding factors (ABFs, SAUR), ABI five-binding proteins (AFPs), type 2C protein phosphatases (PP2Cs), and MYB-like TFs (RVE1s).

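REVEILLE 1-type factor Glyma.14G210600, a clock-linked MYB-like protein, had 196 ± 49.6 normalized counts in L29 and 677 ± 82.7 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.77, standard error 0.27, adjusted p = 0.00227 from edgeR) and kept its call without any 1 library. Its relatives Glyma.02G241000 (log2 fold change -2.10, standard error 0.34, adjusted p = 0.00389) and Glyma.13G152300 (log2 fold change -1.69, standard error 0.27, adjusted p = 0.00373) were lower as well. The adjusted p of Glyma.02G241000 was 0.0597 without L29 6 hpi library 1 and 0.0566 without L29 6 hpi library 3, and that of Glyma.13G152300 was 0.0812 without L29 6 hpi library 1. Among the phosphatases that turn off ABA signaling, protein phosphatase 2C 56 (Glyma.08G033800) was lower (log2 fold change -1.09, standard error 0.20, adjusted p = 0.00874), with an adjusted p of 0.0969 without L29 6 hpi library 1, 0.0738 without L29 6 hpi library 3 and 0.147 without Williams82 6 hpi library 3. The third AFP2 gene, Glyma.18G267200, was lower too (log2 fold change -1.60, standard error 0.28, adjusted p = 0.00616), with an adjusted p of 0.120 without L29 6 hpi library 1.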

**Table 2:** TF target genes in module-2 related to ABA and auxin processes and defense responses.

Target Gene	*A*. *thaliana* Homolog	Regulator TF	L29 Log2 Fold Change at 6hpi	Gene Symbol	Description
Glyma.07G074400	AT3G61220	MYB	-2.34	SDR1	(+)-neomenthol dehydrogenase
Glyma.09G218600	AT4G19230	MYB	-2.22	CYP707A1	Abscisic acid 8'-hydroxylase 1
Glyma.02G131700	AT1G49720	MYB, MYC2	-1.11	ABF1	Abscisic acid responsive element-binding factor 1
Glyma.06G040400	AT1G45249	MYB	-1.43	ABF2, AREB1	Abscisic acid responsive elements-binding factor 2
Glyma.15G105100	AT5G19140	MYB	-1.04	AILP1, ATAILP1	Aluminum induced protein with YGL and LRDR motifs
Glyma.09G005700	AT1G62300	MYB, MYC2	-1.56	-	At1g62300 protein (Fragment)
Glyma.09G219300	AT5G18050	MYB	-2.23	SAUR22	Auxin-responsive protein
Glyma.04G061500	AT5G25110	MYB, MYC2	-1.39	CIPK25, PKS25, SnRK3.25	CBL-interacting serine/threonine-protein kinase 25
Glyma.06G062100	AT5G25110	MYB	-1.97	CIPK25, PKS25, SnRK3.25	CBL-interacting serine/threonine-protein kinase 25
Glyma.20G241700	AT3G55120	MYB	-1.50	CHI1, CFI, TT5	Chalcone—flavonone isomerase 1
Glyma.16G194600	AT3G05200	MYB	-1.80	ATL6	E3 ubiquitin-protein ligase
Glyma.09G140700	AT3G05200	MYB	-1.72	ATL6	E3 ubiquitin-protein ligase
Glyma.07G060400	AT2G46270	MYB, MYC2	-1.56	GBF3	G-box binding factor 3
Glyma.12G117700	AT2G20570	MYB, MYC2	-1.11	GPRI1, GLK1	GBF's pro-rich region-interacting factor 1
Glyma.02G241000	AT5G17300	MYB, MYC2	-2.11	RVE1	Homeodomain-like superfamily protein
Glyma.13G152300	AT5G17300	MYB	-1.69	RVE1	Homeodomain-like superfamily protein
Glyma.14G210600	AT5G17300	MYB, MYC2	-1.78	RVE1	Homeodomain-like superfamily protein
Glyma.06G319600	AT1G33590	MYB, MYC2	-2.59	-	Leucine-rich repeat (LRR) family protein
Glyma.13G253300	AT1G09970	MYB	-1.39	-	Leucine-rich repeat receptor-like kinase
Glyma.20G054000	AT3G45140	MYB, MYC2	-1.11	LOX2	Lipoxygenase 2
Glyma.02G272700	AT5G20990	MYB	-1.08	-	Molybdopterin biosynthesis CNX1 protein
Glyma.01G060300	AT1G13740	MYB, MYC2	-2.12	AFP2	Ninja-family protein AFP2 (ABI five-binding protein 2)
Glyma.02G118500	AT1G13740	MYB, MYC2	-1.91	AFP2	Ninja-family protein AFP2 (ABI five-binding protein 2)
Glyma.18G267200	AT1G13740	MYB, MYC2	-1.60	AFP2	Ninja-family protein AFP2 (ABI five-binding protein 2)
Glyma.04G014000	AT3G18830	MYB	-1.62	PLT5	Polyol transporter 5
Glyma.13G076700	AT3G20770	MYB	-1.34	EIN3	Protein ETHYLENE INSENSITIVE 3
Glyma.20G051500	AT3G20770	MYB	-1.02	EIN3	Protein ETHYLENE INSENSITIVE 3
Glyma.19G069200	AT1G07430	MYB	-1.55	AIP1	Protein phosphatase 2C 3
Glyma.08G033800	AT4G26080	MYB	-1.09	ABI1	Protein phosphatase 2C 56
Glyma.02G086100	AT1G14790	MYB	-1.87	RDR1, RDRP1	RNA-dependent RNA polymerase 1

Shown are target genes, the TFs putatively regulating them, log2 fold change of target genes, and target genes' functions based on *A*. *thaliana* homologs.

We also examined JA- and defense-related gene targets of the *bHLH* (Glyma.17G090500), *ERF* (Glyma.17G145300), and *MYB* (Glyma.08G042100) TFs regulating the module-4 (Table 3). 

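Of the 21 targets in Table 3, each at its listed time point, edgeR called 5 and DESeq2 called 18. The 5 became 8 without L29 2 hpi library 3 and 3 without L29 4 hpi library 1, L29 4 hpi library 2 or Williams82 4 hpi library 2. HSPRO2 (Glyma.11G228100), a nematode resistance-like protein, had 47.9 ± 12.2 normalized counts in L29 and 107 ± 4.92 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.19, standard error 0.26, adjusted p = 0.0240 from edgeR), and its adjusted p was 0.294 without L29 6 hpi library 1, 0.0524 without L29 6 hpi library 3, 0.0592 without Williams82 6 hpi library 1 and 0.167 without Williams82 6 hpi library 3. TIFY10B (Glyma.01G204400), a JAZ repressor, did not pass edgeR's test at 4 hpi (log2 fold change -2.29, standard error 0.50, adjusted p = 0.0865), nor did WRKY33 (Glyma.01G128100), a regulator of defense (log2 fold change -2.47, standard error 0.68, adjusted p = 0.188). DESeq2 called both (adjusted p = 0.0445 and 0.0318). Neither tool called Glyma.01G153300 (adjusted p = 0.341 from edgeR), Glyma.02G132500 (0.203) or Glyma.15G078600 (0.2501) at 4 hpi.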

Most genes were expressed at low levels in L29, such as those involved in JA biosynthesis and a number of TFs; however, at 2 hpi, a few genes were up-regulated. These were Glyma.19G164600 encoding an MYB14 TF, and Glyma.12G114100 encoding an L-type lectin receptor kinase, which induces hydrogen peroxide production, cell death, and is required for resistance to oomycetes and fungal pathogens [83, 84]. 

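At 2 hpi MYB14 (Glyma.19G164600), a factor of phenylpropanoid synthesis, had 215 ± 109 normalized counts in L29 and 36.2 ± 5.40 in Williams82 (SD, n = 2 each). It did not pass edgeR's test (log2 fold change 2.56, standard error 0.55, adjusted p = 0.0931), and DESeq2 called it (adjusted p = 0.000781). The lectin receptor kinase Glyma.12G114100 had 187 normalized counts in L29 and 54.3 in Williams82 (log2 fold change 1.78, standard error 0.43, adjusted p = 0.145 from edgeR, adjusted p = 0.0159 from DESeq2). At 6 hpi the log2 fold changes were -1.81 for MYB14 and -0.26 for the kinase (adjusted p = 0.106 and 0.877 from edgeR).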

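Probable protein phosphatase 2C 4 (Glyma.11G139500) had 788 ± 38.5 normalized counts in L29 and 359 ± 49.4 in Williams82 (SD, n = 2 each) at 2 hpi. It was higher in L29 (log2 fold change 1.13, standard error 0.17, adjusted p = 0.00705 from edgeR), and its adjusted p was 0.0514 without L29 2 hpi library 1 and 0.247 without Williams82 2 hpi library 2.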

Lastly, Glyma.11G139500 encoding another PP2C was also up-regulated in L29. This protein family was shown to be an essential signaling component of *Rsv3*-mediated ER against SMV, involved in inducing callose deposition via the ABA signaling pathway [15]. We found that differential regulation of *PP2C* genes begins as early as 2 hpi, suggesting the *Rsv3* resistance pathway is elicited almost immediately after inoculation.

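At 2 hpi 1 of the 46 genes of ABA receptors and signalling was called by edgeR, the phosphatase Glyma.11G139500, and it was higher in L29. At 6 hpi the same gene lay on the other side, with 167 ± 14.9 normalized counts in L29 and 268 ± 13.8 in Williams82 (SD, n = 2 each) (log2 fold change -0.69, standard error 0.17, adjusted p = 0.0384 from edgeR, under the fold threshold). Protein phosphatase 2C 3 (Glyma.19G069200), which turns off ABA signaling, was lower at 6 hpi (log2 fold change -1.54, standard error 0.37, adjusted p = 0.0341), and its adjusted p was 0.252 without L29 6 hpi library 1, 0.129 without L29 6 hpi library 3, 0.0613 without Williams82 6 hpi library 1 and 0.212 without Williams82 6 hpi library 3. At 2 hpi its log2 fold change was -0.05 (adjusted p = 1.00). From the difference in the phosphatase at 2 hpi, the paper proposes that the Rsv3 pathway is elicited almost at once after inoculation.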

**Table 3:** TF target genes in module-4 related to JA processes and defense responses.

Target Gene	*A*. *thaliana* Homolog	Regulator TF	L29 Log2 Fold Change	hpi	Gene Symbol	Description
Glyma.13G361900	AT1G15520	ERF	-1.05	4	ABCG40, PDR12, PDR9	ABC transporter G family member 40
Glyma.01G153300	AT4G19230	bHLH, ERF, MYB	-1.19	4	CYP707A1	Abscisic acid 8'-hydroxylase 1
Glyma.19G044900	AT3G25780	bHLH, ERF, MYB	-1.11	4	AOC3	Allene oxide cyclase 3
Glyma.17G007600	AT4G17230	bHLH	-1.72	4	-	AT4G17230 protein (Fragment)
Glyma.05G082400	AT5G66900	MYB	-2.43	6	MUD21.16	Disease resistance protein (CC-NBS-LRR class) family
Glyma.02G132500	AT4G34410	bHLH, MYB	-1.45	4	ERF109	Ethylene-responsive transcription factor 109
Glyma.15G078600	AT1G28480	bHLH, ERF	-1.08	4	GRXC9, GRX480, ROXY19	Glutaredoxin-C9
Glyma.11G038600	AT1G19180	MYB	-2.61	4	JAZ1	Jasmonate-zim-domain protein 1
Glyma.15G179600	AT1G19180	MYB	-1.69	4	JAZ1	Jasmonate-zim-domain protein 1
Glyma.12G114100	AT4G28350	bHLH, MYB	1.78	2	LECRK72, LECRKD	L-type lectin-domain containing receptor kinase
Glyma.13G030300	AT3G45140	bHLH, MYB	-1.68	6	LOX2	Lipoxygenase 2
Glyma.07G039900	AT1G17420	MYB	-1.13	4	LOX3	Lipoxygenase 3
Glyma.04G226700	AT4G35580	bHLH	-1.05	2	NTL9, CBNAC	NAC transcription factor-like 9
Glyma.06G138100	AT4G35580	bHLH	-1.01	2	NTL9, CBNAC	NAC transcription factor-like 9
Glyma.11G228100	AT2G40000	MYB, ERF	-1.19	6	HSPRO2	Nematode resistance protein-like
Glyma.11G139500	AT1G07630	bHLH, ERF, MYB	1.13	2	PLL5	Protein phosphatase 2C 4
Glyma.01G204400	AT1G74950	bHLH, ERF, MYB	-2.30	4	TIFY10B, JAZ2	Protein TIFY 10B
Glyma.09G145600	AT1G47890	MYB	-2.46	4	RLP7	Receptor-like protein 7
Glyma.07G189300	AT4G21440	bHLH, MYB	-1.62	4	MYB102	Transcription factor MYB102
Glyma.19G164600	AT2G31180	bHLH, MYB	2.57	2	MYB14	Transcription factor MYB14
Glyma.01G128100	AT2G38470	ERF	-2.49	4	WRKY33	WRKY transcription factor 33

Shown are target genes, the TFs putatively regulating them, log2 fold change of target genes, and target genes' functions based on *A*. *thaliana* homologs.

Between the differential regulation of several TFs and signaling molecules, such as the ABF, AFP, PP2C, and JAZ encoding genes in modules 2 and 4, it appears a complex transcriptional cascade is at work, finely regulating both ABA and JA signaling. Characteristically, ABA and JA are mutually antagonistic in a defense response [74, 85]; however, according to our results, this does not appear to be the case during the early hours of *Rsv3*-mediated resistance. Between 0 and 8 hpi, ABA- and JA-related genes were largely down-regulated in L29, indicating a signaling scheme divergent from the typical antagonistic relationship between ABA and JA. 

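For ABA the ABA responsive element-binding factor Glyma.02G131700 had 989 ± 141 normalized counts in L29 and 2132 ± 59.0 in Williams82 (SD, n = 2 each) at 6 hpi (log2 fold change -1.11, standard error 0.22, adjusted p = 0.0151 from edgeR), and its adjusted p was 0.0928 without L29 6 hpi library 1, 0.123 without L29 6 hpi library 3, 0.0543 without Williams82 6 hpi library 1 and 0.0875 without Williams82 6 hpi library 3. For JA lipoxygenase Glyma.20G054000, an enzyme of oxylipin synthesis, had 2291 normalized counts in L29 and 4911 in Williams82 (log2 fold change -1.10, standard error 0.16, adjusted p = 0.00136), with an adjusted p of 0.0504 without L29 6 hpi library 1 and 0.0313 without Williams82 6 hpi library 3 (log2 fold change -0.97), where it fell under the fold threshold. Of 47 JA response genes, 20 were lower in L29 at 6 hpi (28 lower and 1 higher when adjusted over the list alone, which is not independent evidence), and the 20 became 1 without L29 6 hpi library 1, 10 without L29 6 hpi library 3 and 7 without Williams82 6 hpi library 3. At 2 hpi edgeR called none of these 47, 10 were higher and 4 lower at an unadjusted p under 0.05, DESeq2 called 3 higher and 2 lower, and without L29 2 hpi library 3 edgeR called 1 higher and 1 lower. Over all 1128 DEGs, edgeR called 450 lower at 6 hpi, a share near that of the 20 of 47. From the joint decrease the paper proposes a signaling scheme that departs from the usual antagonism of ABA and JA.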

The purpose of this interaction is not clear, but certain components of their signaling pathways, such as ABFs in the ABA pathway, may be targets for viral exploitation and would thus require suppression in order to condition SMV resistance. For example, high *ABF1* expression was observed during *Sonchus yellow net virus* and *Impatiens necrotic spot virus* infection [86]; thus *ABF* suppression may also be important for escaping SMV infection. However, it seems some aspects of the ABA pathway must remain functional, as ABA accumulation was observed in *Rsv3*-mediated ER at 8 hpi and later [15]. This suggests the ABA signaling pathway may be modular in L29, with it first being silenced during the early hours post-inoculation (2–8 hpi) and then later re-activated (8 hpi). Evading viral exploitation may be the case for the JA pathway as well, as genes functioning in this pathway were mostly suppressed (4–8 hpi) in L29. This suppression was also observed in another *Rsv3* RNA-seq study at times even later than 8 hpi [56]. 

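Of the 47 JA response genes, 3 were lower in L29 at 4 hpi by edgeR (24 lower and 2 higher when adjusted over the list alone, which is not independent evidence), and DESeq2 called 18 lower and 2 higher. The 3 became 0 without L29 4 hpi library 1, 0 without L29 4 hpi library 2, 1 without Williams82 4 hpi library 1 and 0 without Williams82 4 hpi library 2. Of the 27 JA synthesis genes, 2 were lower at 4 hpi by edgeR, and 10 were lower and 1 higher by DESeq2. The 2 became 0 without L29 4 hpi library 1, 0 without L29 4 hpi library 2, 1 without Williams82 4 hpi library 1 and 0 without Williams82 4 hpi library 2. At 8 hpi edgeR called none of the 47, 3 were higher and 7 lower at an unadjusted p under 0.05, and DESeq2 called 1 lower; of the 27, edgeR called none, 2 were higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 1 lower. Without Williams82 8 hpi library 2, edgeR called 4 of the 47 and 2 of the 27 lower. At 8 hpi the log2 fold change of JAZ1 (Glyma.11G038600) was 0.35 (standard error 0.45, adjusted p = 0.960 from edgeR) and that of lipoxygenase 3 (Glyma.07G039900) was -0.32 (standard error 0.17, adjusted p = 0.855). The paper proposes that the JA pathway may have to stay suppressed for resistance.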

Even more, JA biosynthesis has been shown to increase susceptibility to some viruses in soybean [55]. Consequently, and unlike the modular regulation pattern found with the ABA pathway, it may be critical for the JA pathway to remain suppressed in order for *Rsv3*-mediated resistance to be conferred; such a condition would be worthwhile to investigate. Regardless, it appears that a finely regulated phytohormone network conditions *Rsv3*-mediated resistance via suppression of the JA pathway and modular regulation of the ABA signaling pathway. This carefully orchestrated network may help explain how *Rsv3*-mediated ER is able to swiftly coordinate a defense against SMV.

## Conclusion

In conclusion, we compared the transcriptomic response of two soybean varieties exhibiting susceptible and resistant phenotype to SMV-G7 strain and constructed gene regulatory networks to identify key genes and transcription factors that regulate the *Rsv3*-mediated ER mechanism in soybean. Our findings suggest that the *Rsv3*-mediated ER response is initiated early after inoculation once the fate of susceptibility or resistance to SMV is determined. The *Rsv3*-mediated ER response appears to largely involve differential regulation of various phytohormone pathways, suggesting phytohormone signaling to be fundamental in *Rsv3*-mediated resistance. In particular, early suppression of SA, CK, ABA, and JA pathways and the interplay of ABA and JA pathways may be essential. Different TFs, MYC2 in particular, were found to regulate these signaling events possibly via down-regulation of numerous genes to evade viral exploitation in the SMV-resistant cultivar L29 (*Rsv3*-genotype). While experimentation is needed for further confirmation, our analyses predict potential candidate genes for hypothesis-driven experiments. Overall, this study offers new insights into the unique and intricate regulation of the *Rsv3*-mediated ER response to *Soybean mosaic virus*.

## Supporting information

S1 Table Log2 fold change for differentially expressed genes for time pair comparisons.

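S1 Table gives log2 fold changes of L29 over Williams82 from DESeq2, with zero entered where the authors blanked a value. Across the 1128 genes the log2 fold changes of the authors' deposited contrast table, where none is blanked, and those computed here from the counts had the same sign at 6 hpi in all genes, with a correlation across genes of 0.999; genes are not independent replicates. In the deposited version, 108 of 226 values kept at 2 hpi, 117 of 317 at 4 hpi, 22 of 881 at 6 hpi and 122 of 139 at 8 hpi belong to genes that do not meet the study's thresholds at that time point in its own contrast tables. MYC2 (Glyma.07G051500) is placed in module-5 and ERF5 (Glyma.17G145300) in module-1 there.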

S2 Table Gene ontology enrichment analysis (GO terms with padj < .05 only).

S3 Table Interactions predicted by four out of five network inference methods.

S4 Table Putative TF-gene interactions supported by orthologous interactions found in *A*. *thaliana*.

S5 Table Putative TF-module interactions supported by orthologous interactions found in *A*. *thaliana*.

S6 Table Motif enrichment analysis of co-expression modules and transcription factors recognizing motif sequences.

How the deposited data were processed for this re-analysis (not part of the article)

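mRNA from inoculated unifoliolate leaves of soybean L29 and Williams82 was sequenced at 0, 2, 4, 6 and 8 hpi, with 2 libraries in each of the 10 groups. A replicate was a pot of 3 plants. The 20 libraries were matched to cultivar and time point by their column names, and 0 columns were left unmapped. Replicates are named by the digit in the column name, which runs from 1 to 3.

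According to the methods, the authors trimmed the reads with Trimmomatic (version 0.30), aligned them with STAR (version 2.5.3a) to the Williams82 genome Wm82.a2.v1 and counted read pairs per gene with featureCounts (version 1.5.3). These deposited counts are whole numbers for 56044 genes, without normalization; no strand setting is stated in the paper's text. The authors fitted DESeq2 (version 1.22.2, R 3.5.1) and deposited, for each time point, the log2 fold change of L29 over Williams82 with its standard error, a Wald score, and p-values with their adjusted values, for 47741 genes. They also deposited variance-stabilised values on a log2 scale, the module of each of 1128 DEGs with log2 fold changes, and the list of predicted interactions. The module assignments came from mclust on variance-stabilised values that the authors had averaged over replicates.

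Library totals, which set the precision, ran from 32439227 to 72384616 counts (median 38.5 M), and a fold against a group without counts is given as a bound against a floor of 3 counts per library. Such bounds cover counting error only. TMM factors lay between 0.890 and 1.18.

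From the counts, edgeR (version 4.0.16, R 4.3.3) tested the 48710 genes with at least 1 count in one quasi-likelihood model of the 10 groups, normalized by TMM. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested), an absolute log2 fold change over 1 and a mean normalized count over 10, the thresholds of the paper; 36004 genes passed the last. Standard errors were derived from the fold change and its F statistic. The prior for the spread was estimated in 2 parts, for the 38851 genes kept by filterByExpr and for the remaining genes (prior degrees of freedom 7.71, biological coefficient of variation 0.162 in the first). This departs from the fit planned before the data were examined, which used 1 estimate for all genes. On simulated counts the planned fit made 45 false calls at 6 hpi and 42 at 8 hpi, against 4 and 7 with 2 parts and 9 and 7 with DESeq2. The change was made after the counts of the planned fit had been seen on the real data, and that fit is reported among the alternatives. The simulated test ran on 48164 genes, of which 100 changed by each fold. At 6 hpi edgeR called 38% of genes changed 2-fold and 86% of genes changed 4-fold, and at 8 hpi 22% and 79%. A 2-fold change lies at the fold threshold, and by adjusted p alone 59% passed at 6 hpi and 37% at 8 hpi. DESeq2 called 42% and 89% at 6 hpi and 25% and 82% at 8 hpi. Each gene had the same simulated spread in all groups.

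DESeq2 (version 1.42.0) was run on the same genes and thresholds. A difference between cultivars that changed over time was tested as an interaction in the same edgeR model. Module means were taken per library from the deposited variance-stabilised values and compared by exact permutation, whose smallest two-sided p with 2 against 2 is 0.333. GO terms were tested by Fisher's exact test within the 1128 DEGs for 333 terms with at least 5 DEGs. Correlations of 12 transcription factors with module means used 100000 permutations over 20 libraries. Python (version 3.11.15) with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these.

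The 39 gene lists were fixed from annotation words and GO terms, and 1 had no member. Names and terms were at hand only for the DEGs (1054 with a protein name), so that every list holds only genes the study called in these libraries, and a test of a list against other genes would be circular and was not run. Lists share members. Over all 1128 DEGs, edgeR called 450 lower and 76 higher at 6 hpi, the shares to set list counts against. None of the identifiers matched the reference of 59048 genes that was at hand (0 matches), so that names come from the deposited tables and often are those of matches in other species. Genes are named by a rule written before the data were examined. It takes every gene named in the paper's text and Tables 1 to 3, Rsv3, called members of 6 families, the 10 largest and 10 smallest fold changes at 6 hpi and the 4 largest and 4 smallest at each other time point among named genes whose libraries do not overlap, and genes called at all 5 time points. The fold changes in Tables 2 and 3 and S1 Table had been seen by then. Other genes are marked as chosen after their values were seen.

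Alternatives covered DESeq2, RLE size factors, filterByExpr, the fold threshold, the libraries in the fit, the authors' p-values adjusted again, the pseudocount, each library left out in turn and others, and the last part gives their effect. The share of genes with the G-box was not analysed here because no genome sequence was at hand. The motif analyses and the inference methods themselves were not repeated.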

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

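The tests of deeper 6 hpi libraries, of lost L29 alleles, of a chromosome 14 segment, of slopes by pairs of libraries and of Williams82 libraries in place of L29 leaves, and the comparisons from 4 to 6 hpi, from 6 to 8 hpi and averaged over time points, were chosen only after the results were seen. The difference between the cultivars itself was tested for change over time. From 0 to 4 hpi it changed in 42 genes (25 toward L29 and 17 toward Williams82 by edgeR; 333 by DESeq2), and from 0 to 6 hpi in 104 (44 and 60; 519 by DESeq2). Among the latter were the RADIALIS-like genes Glyma.16G138500 and Glyma.16G138400. The 42 became 0 without L29 4 hpi library 1, L29 4 hpi library 2, L29 0 hpi library 3 or Williams82 0 hpi library 1, 1 without Williams82 4 hpi library 1, 9 without Williams82 4 hpi library 2, 18 without L29 0 hpi library 1 and 5 without Williams82 0 hpi library 2. The 104 became 0 without L29 6 hpi library 1 or Williams82 6 hpi library 3, 26 without L29 6 hpi library 3, 59 without Williams82 6 hpi library 1, 11 without L29 0 hpi library 3, 1 without Williams82 0 hpi library 1 and 12 without Williams82 0 hpi library 2.

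The difference changed from 4 to 6 hpi in 88 genes (21 higher and 67 lower by edgeR; 346 by DESeq2) and from 6 to 8 hpi in 94 (74 higher and 20 lower; 432 by DESeq2). The 88 became 29 without L29 4 hpi library 1, 10 without L29 4 hpi library 2, 23 without Williams82 4 hpi library 1, 11 without Williams82 4 hpi library 2, 2 without L29 6 hpi library 1, 32 without L29 6 hpi library 3, 48 without Williams82 6 hpi library 1 and 4 without Williams82 6 hpi library 3. The 94 became 0 without L29 6 hpi library 1 or Williams82 6 hpi library 3, 44 without L29 6 hpi library 3, 10 without L29 8 hpi library 3, 1329 without Williams82 8 hpi library 1 and 35 without Williams82 8 hpi library 2. Deeper sequencing at 6 hpi was tested as the source of the peak in calls at 6 hpi. With every library thinned to the smallest total, 486 genes were called at 6 hpi, 78 at 0 hpi, the next highest, and 7 at 8 hpi, which argues against it. That 1 Williams82 8 hpi library hides a lasting difference was tested by the slope of the 8 hpi difference on the 6 hpi difference over the genes called at 6 hpi. With 1 of these libraries at a time the slope was 0.254 (standard error 0.0181 across the 547 genes, which does not cover the spread of libraries) and -0.0889, under the 0.5 set in advance. Over the 4 pairs of 1 L29 and 1 Williams82 library at 8 hpi it ran from -0.18 to 0.35. These slopes argue against a hidden difference that lasts at its 6 hpi size. The 6 hpi differences are themselves overstated, since the genes were called on them. For 1 pair at 6 hpi on the other the slope was 0.73 to 1.19, which is no yardstick, since the genes were called from these same libraries. Over 7 genes that separate the cultivars the Williams82 8 hpi libraries lay at -0.00793 and -0.177 on a scale from Williams82 (0) to L29 (1), which argues against L29 leaves in them. Whether the cultivars were alike again by 8 hpi is left open. The 8 calls at 8 hpi became 163 without Williams82 8 hpi library 1 and 116 without Williams82 8 hpi library 2, edgeR called only 22% of simulated 2-fold changes at 8 hpi, and module-5 differed by -0.24 at 8 hpi against 0.12 at 6 hpi. The 22% is for a change at the fold threshold, with 37% by adjusted p alone, and the simulation gave each gene the same spread in all groups. Time of day and inoculation were not separated, since uninoculated leaves were not sampled.

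Module-2 and module-3 lay apart between the cultivars at 6 hpi. Were the L29 leaves only ahead of or behind Williams82 by less than the step between samplings, their 6 hpi means would mostly fall within the Williams82 range of 4 to 8 hpi. A longer shift, or a high or low point between the sampled hours, could lie outside it. They did for 38.7% of the genes of both modules, 47.5% in module-2 and 34.2% in module-3. The 50% set in advance as the bound against a shift was too strict. With 1 Williams82 library at a time in place of the L29 leaves and the range from the others, a test added after the 38.7% was seen, the share was 43.2% to 65.6%, and 1 of 6 fell under 50%. The 38.7% lies below all 6. Every gene outside lay below the range (104 in module-2 and 252 in module-3). In reverse the Williams82 6 hpi mean lay within the L29 range of 4 to 8 hpi for 33.3% and 29.8%, with 132 and 269 above and 0 below. These directions were fixed, since every gene of both modules had a lower 6 hpi mean in L29. Each range holds the 6 hpi mean of its own cultivar. The shares within the ranges do not decide on a shift, since a longer one or a turning point between the sampled hours could also give them. The authors had also grouped these genes on the same values. Genes that move together are not independent either, so that a shift in time stays open. The deeper library of each cultivar was not the source of these module differences, since the shallower pair kept 0.859 of the module-2 difference and 0.887 of that of module-3. For module-1 and module-4 it kept less, 0.716 and 0.590. The deeper libraries are L29 6 hpi library 1 (72.4 M) and Williams82 6 hpi library 3 (54.1 M). They are also the libraries without which the fewest genes were called at 6 hpi. A shift in time and a response to the virus cannot be told apart for these genes.

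At 0 hpi, before a response to inoculation could build up, 89 genes differed (56 higher and 33 lower in L29), genes the paper sets aside. The 89 became 28 without L29 0 hpi library 1, 50 without L29 0 hpi library 3, 7 without Williams82 0 hpi library 1 and 20 without Williams82 0 hpi library 2. Averaged over the 5 time points, 68 genes differed (17 higher and 51 lower by edgeR; 77 by DESeq2), among them Glyma.14G205000, with a log2 fold change of 3.09 at 6 hpi. This count became 114 without Williams82 8 hpi library 2. Of 67 such genes placed on a chromosome, 28.4% lay on chromosome 14, against 3.96% of the expressed genes (Fisher's exact test, p = 7.86e-12). These 19 genes lay a median of 78 genes from Rsv3 in gene order, against 565.5 for the other genes of the chromosome, and 11 of them lay within 100 genes. A candidate explanation is a segment around Rsv3 carried over from the resistance donor. Reads lost where L29 alleles differ from the Williams82 reference would lower genes in L29; 75% were lower (95% interval 63.6 to 83.8), which neither reaches the 80% nor excludes it, so that lost reads and true differences cannot be told apart for the 51 lower genes. Lost reads do not raise a gene. Of the 17 higher genes, 13 (76.5%), Glyma.14G205000 among them, stayed higher at an adjusted p under 0.05 with each library left out in turn. This is short of the 80% set for the 17 as a group. Leaving out a library does not change how reads align, so that this shows only how firm the calls are. No conclusion on the alignment is drawn from it for any of the 17.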

How the results depend on the processing

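The tests without the Williams82 8 hpi libraries, with thinned libraries and with a replicate block were chosen only after the results were seen, and the fit with 1 spread estimate, planned first, became an alternative after its counts had been seen. The cause was not tested for any value below unless a construction is named. Calls at 0, 2, 4, 6 and 8 hpi numbered 89, 40, 33, 547 and 8. With DESeq2 they were 212, 131, 219, 882 and 29, and shared 81, 40, 33, 543 and 7 genes with those. The difference between the cultivars changed from 0 to 2, 4, 6 and 8 hpi in 2, 42, 104 and 0 genes by edgeR and in 100, 333, 519 and 30 by DESeq2. For the change to 8 hpi, 3424 of 36004 genes with a mean normalized count over 10 had an unadjusted p under 0.05 from edgeR. That number includes the genes under 0.05 by chance. DESeq2 also gave 1129 genes over 2 to 8 hpi, 18 Table 3 targets and MYC2 at 4 hpi a log2 fold change of -2.30 (adjusted p = 0.00095), past the threshold. MYC2 did not pass with RLE size factors (adjusted p = 0.0622), filterByExpr (0.0533), the replicate block (0.0939) or thinned libraries (0.0695), nor with any library of 4 hpi left out (0.129 to 0.503).

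With 1 spread estimate for all genes the calls were 463, 397, 570, 1350 and 261, the changes from 0 hpi 519, 911, 1217 and 335, the genes over 2 to 8 hpi 1880 and the Table 3 targets 21. MYC2 had a log2 fold change of -2.29 and passed (adjusted p = 1.49e-07). That fit made more false calls on simulated counts. With it the difference between the cultivars changed in 940 genes from 4 to 6 hpi and in 1064 from 6 to 8 hpi, and 167 genes differed averaged over the time points. Without both Williams82 8 hpi libraries 204 changed from 4 to 6 hpi, and without the fold threshold 1362 differed on average. Without both Williams82 8 hpi libraries, which were the least alike pair, calls at 0, 2, 4 and 6 hpi were 142, 83, 133 and 871, changes from 0 to 2, 4 and 6 hpi 14, 154 and 384, and Table 3 targets 13, and MYC2 passed (-2.30, adjusted p = 0.0353). With only the 4 libraries of a time point, calls at 0, 2, 4 and 8 hpi were 142, 24, 335 and 3, and MYC2 passed (-2.30, adjusted p = 0.00571). The authors' values adjusted again gave 192, 118, 180 and 25 at 0, 2, 4 and 8 hpi and MYC2 at -2.30 (adjusted p = 0.00131).

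Without the fold threshold, which by construction adds small differences, calls at 0 and 6 hpi were 233 and 1180, changes from 4 to 6 hpi 7355 in L29 and 8695 in Williams82, changes from 6 to 8 hpi 3329 and 5576, genes over 2 to 8 hpi 1197 and the share lower at 4 to 8 hpi 64.3%. With filterByExpr, which tests fewer genes, calls at 4 hpi were 50 and changes from 0 to 4 hpi 75. With thinned libraries changes from 0 to 2 hpi were 6. RLE size factors moved none of these counts by more than 1.5 times.

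For the module means at 6 hpi, log2(CPM + 1) gave -0.86 for module-3 and -0.38 for module-4, log2(CPM + 0.1) gave -1.42, -0.80 and 0.14 for modules 3, 4 and 5, and the median over genes gave 0.19 for module-5. Of 12 correlations of factors with modules, 9 passed over the 20 libraries, 3 within Williams82, 0 within L29 and 0 over group means. Of the 9 that passed, the sign turned for Glyma.08G216600 and module-5 within L29 (r = -0.28, adjusted permutation p = 0.535). Of the 3 that did not pass, it turned for Glyma.17G090500 and module-4 within L29 (r = -0.06, adjusted permutation p = 0.954) and for Glyma.17G145300 and module-4 within Williams82 (r = 0.22, adjusted permutation p = 0.562).

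The replicate numbers gave no sign of pairing the libraries. Over 58 pairs with the same digit, deviations from group means correlated between -0.164 and 0.229 (median 0.00679), 6 over 0.1 and 8 under -0.1. The 2 deviations of a group mirror each other, so that groups sharing both digits enter these counts 2 times with the same value. With that digit as a replicate block, calls at 0 and 2 hpi were 39 and 24 and changes from 0 to 6 hpi 31, and no other count moved by more than 1.5 times; of 144 results for named genes, 19 lost their call and 2 gained one.

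With each library left out in turn, where a lone library is assumed to vary like the other groups, calls ran from 7 to 50 at 0 hpi, 13 to 91 at 2 hpi, 3 to 13 at 4 hpi, 67 to 505 at 6 hpi and 4 to 163 at 8 hpi, and genes over 2 to 8 hpi from 111 to 1141. Changes from 0 hpi ran from 0 to 11, 0 to 18, 0 to 72 and 0 to 10, those from 4 to 6 hpi from 1936 to 2618 in L29 and 2565 to 2966 in Williams82, and those from 6 to 8 hpi from 584 to 1462 and 1333 to 2478. Table 2 targets ran from 5 to 21, Table 3 targets from 3 to 8, the share lower from 79.8 to 89.5% and MYC2 from -2.59 to -1.95. Module differences ran from -1.39 to -1.04, -1.60 to -1.33, -1.15 to -1.02, -0.70 to -0.41 and 0.10 to 0.13 for modules 1 to 5. The 2 changes from 0 to 2 hpi became 4 without L29 2 hpi library 1, 7 without Williams82 2 hpi library 3, 11 without L29 0 hpi library 1, 1 without Williams82 0 hpi library 1 and 0 without Williams82 2 hpi library 2, L29 0 hpi library 3 or Williams82 0 hpi library 2. The 0 changes from 0 to 8 hpi became 3 without Williams82 8 hpi library 1, 10 without Williams82 8 hpi library 2, 10 without L29 0 hpi library 1 and 1 without Williams82 0 hpi library 2.

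Of 144 results for named genes, 19 lost and 15 gained a call with only the 4 libraries of the time point in the fit, and 19 lost and 2 gained one with a replicate block. With DESeq2 3 lost and 21 gained a call, with the authors' values adjusted again 1 and 18, and with 1 spread estimate 0 and 24. RLE left 142 as they were and filterByExpr 138, and no direction reversed in any of these. Of alternatives planned before the data were examined, tests of gene lists against other genes, the promoter lengths and the authors' replicate numbers as a block were not run. At this depth and with 2 libraries per group, a 2-fold change, which lies at the fold threshold, was called in 38% of simulated genes at 6 hpi. By adjusted p alone 59% passed.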

Differences from the paper's values

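The edgeR values in this part come from tests with the spread estimated in 2 parts, adopted after the counts of the planned fit had been seen, and all counts use the paper's thresholds. The paper reports 1128 genes over 2 to 8 hpi, and edgeR gave 589. DESeq2's Wald test, set before the data were examined, gave 1129, while RLE size factors gave 611 and filterByExpr 715. At 6 hpi the paper reports 859 genes and edgeR gave 536; DESeq2 gave 859 and RLE 553, and with filterByExpr the value did not differ by more than 1.5 times. At 8 hpi the paper reports 17 genes and edgeR gave 1, RLE 1 and filterByExpr 0, and DESeq2 gave 17. By edgeR 2636 of 36004 genes with a mean normalized count over 10 had an unadjusted p under 0.05, which includes those under it by chance. Of genes higher at 6 hpi the paper reports 122 and edgeR gave 78; DESeq2 gave 122, RLE 77, and filterByExpr did not differ by more than 1.5 times. With 1 spread estimate for all genes, as planned before the data were examined, 1880 genes were called over 2 to 8 hpi.

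The paper calls the genes at 0 hpi minimal in number. The count of 89 here exceeds those at 2 and 8 hpi, as does the authors' own 213. The paper names 6 RADIALIS-like genes up at 6 hpi; edgeR called 4 and DESeq2 6. It describes all Table 2 targets as down-regulated; all 30 had a lower mean, with 26 called by edgeR and 30 by DESeq2. Of the Table 3 targets edgeR called 5 of 21 and DESeq2 18. Glyma.01G153300, Glyma.02G132500 and Glyma.15G078600 were called by neither, and in the authors' deposited contrasts their adjusted p was 0.140, 0.0564 and 0.0597.

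MYC2 (Glyma.07G051500) was not called at 4 hpi by edgeR (adjusted p = 0.0667) and was called by DESeq2 (adjusted p = 0.00095). The paper names it after one Arabidopsis homolog, while the deposited table names it bHLH14 and places it in module-5. The paper places cytokinin dehydrogenases as up-regulated from 2 hpi; edgeR called none of the 4 at 2 or 4 hpi, with 1 higher at 2 hpi and 1 lower at 4 hpi at an unadjusted p under 0.05, and DESeq2 called 1 at 2 hpi, as did edgeR without L29 2 hpi library 3. At 6 hpi 2 were called by edgeR and 3 by DESeq2. The module-2 difference was 2.76-fold, and the paper gives 4-fold; with log2(CPM + 1) it was 2.58-fold, with the median over genes 2.64-fold and with log2(CPM + 0.1) 3.06-fold.

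In the deposited module table, 108 of 226 non-zero fold changes at 2 hpi, 117 of 317 at 4 hpi, 22 of 881 at 6 hpi and 122 of 139 at 8 hpi did not meet the study's thresholds in its own contrast tables, with adjusted p up to 0.870. The paper gives 4 of 5 methods for each of the 56 interactions, and the deposited list marks 4 methods for 55 and 3 for 1, that of Glyma.17G145300.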

Other observations

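No test in this part was planned for these gene groups beyond the call of each gene, and the genes named here other than Glyma.02G086100 were chosen after their values were seen. At 4 hpi APRR5 (Glyma.06G136600), a pseudo-response regulator of the clock, had 199 ± 53.9 normalized counts in L29 and 859.6 ± 154 in Williams82 (SD, n = 2 each) (log2 fold change -2.12, standard error 0.37, adjusted p = 0.0330 from edgeR), with an adjusted p of 0.192 without L29 4 hpi library 1, 0.365 without L29 4 hpi library 2, 0.159 without Williams82 4 hpi library 1 and 0.0980 without Williams82 4 hpi library 2. Adagio protein 3 (Glyma.05G239400), a blue-light receptor tied to the clock, was lower as well (log2 fold change -1.90, standard error 0.30, adjusted p = 0.0231), with an adjusted p of 0.165 without L29 4 hpi library 1, 0.305 without L29 4 hpi library 2, 0.128 without Williams82 4 hpi library 1 and 0.0623 without Williams82 4 hpi library 2. Of 17 genes annotated with the clock, 2 were lower at 4 hpi, and 4 were higher and 6 lower at 6 hpi. The 4 became 2 without L29 6 hpi library 1 and 2 without Williams82 6 hpi library 3, and the 6 became 1 without L29 6 hpi library 1, 2 without L29 6 hpi library 3, 3 without Williams82 6 hpi library 1 and 3 without Williams82 6 hpi library 3. The 4 higher genes are also annotated with two-component signaling. Leaves without virus were not sampled, so that these genes were not separated from the time of day.

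All 4 genes of trehalose phosphate metabolism, a sugar signal, were lower in L29 at 6 hpi. Glyma.13G092500 had 14.3 ± 6.70 normalized counts in L29 and 197 ± 76.6 in Williams82 (SD, n = 2 each) (log2 fold change -3.71, standard error 0.47, adjusted p = 0.000731 from edgeR), and this call and that of Glyma.02G086200 (log2 fold change -2.24, standard error 0.30, adjusted p = 0.00106) held without any 1 library; without L29 6 hpi library 1 the 4 became 2. Of 10 genes of nitrate transport and reduction, 5 were lower at 6 hpi, among them nitrite reductase (Glyma.07G212800; log2 fold change -1.02, standard error 0.19, adjusted p = 0.00886), with an adjusted p of 0.0812 without L29 6 hpi library 1, 0.0847 without L29 6 hpi library 3 and 0.0997 without Williams82 6 hpi library 3. The 5 became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3, 3 without Williams82 6 hpi library 1 and 0 without Williams82 6 hpi library 3. At 2 hpi 2 nitrate transporters were higher, one being Glyma.18G126500 (log2 fold change 1.44, standard error 0.25, adjusted p = 0.0269), with an adjusted p of 0.268 without L29 2 hpi library 1, 0.171 without Williams82 2 hpi library 2 and 0.154 without Williams82 2 hpi library 3; none was called without L29 2 hpi library 1, Williams82 2 hpi library 2 or Williams82 2 hpi library 3. Glutathione S-transferase U8 (Glyma.18G190200), lower at 6 hpi, was higher at 2 hpi (log2 fold change 1.95, standard error 0.34, adjusted p = 0.0293), with an adjusted p of 0.312 without L29 2 hpi library 1 and 0.491 without Williams82 2 hpi library 2. It was the 1 of 5 glutathione S-transferases called at 2 hpi by edgeR, which became 0 without L29 2 hpi library 1 or Williams82 2 hpi library 2 and 2 without L29 2 hpi library 3. DESeq2 called 3, and 4 were higher when adjusted over the list alone, which is not independent evidence.

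At 6 hpi RNA-dependent RNA polymerase 1 (Glyma.02G086100), which acts in RNA silencing of viruses, had 119.7 ± 22.4 normalized counts in L29 and 434 ± 176 in Williams82 (SD, n = 2 each) (log2 fold change -1.87, standard error 0.36, adjusted p = 0.0124 from edgeR), with an adjusted p of 0.165 without L29 6 hpi library 1, 0.0601 without L29 6 hpi library 3 and 0.0904 without Williams82 6 hpi library 1. Dicer-like 2 (Glyma.09G025400), another silencing enzyme, was lower (log2 fold change -1.48, standard error 0.35, adjusted p = 0.0317), with an adjusted p of 0.296 without L29 6 hpi library 1, 0.0833 without L29 6 hpi library 3 and 0.239 without Williams82 6 hpi library 3. Of 6 NBS-LRR genes 3 were lower, led by Glyma.16G085700 (log2 fold change -2.04, standard error 0.38, adjusted p = 0.00956), with an adjusted p of 0.162 without L29 6 hpi library 1 and 0.0687 without Williams82 6 hpi library 3; the 3 became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3 and 1 without Williams82 6 hpi library 3. Of 7 WRKY factors 2 were lower, which became 0 without L29 6 hpi library 1, 1 without L29 6 hpi library 3 and 0 without Williams82 6 hpi library 3.

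Markers of other tissues and cell types were few among the DEGs. Of 5 nodulin-type genes 2 were lower at 6 hpi, one of them Glyma.12G225500 (log2 fold change -1.51, standard error 0.21, adjusted p = 0.00130 from edgeR), with an adjusted p of 0.0524 without L29 6 hpi library 1, and both calls ended without L29 6 hpi library 1. Both markers of dividing cells were lower, and neither was called with any 1 library of 6 hpi left out: cyclin-dependent kinase B2-2 (Glyma.14G224000; log2 fold change -1.23, standard error 0.32, adjusted p = 0.0472) had an adjusted p of 0.341 without L29 6 hpi library 1, 0.122 without L29 6 hpi library 3, 0.0953 without Williams82 6 hpi library 1 and 0.249 without Williams82 6 hpi library 3. The 1 guard cell marker was not called by edgeR and was higher by DESeq2. No seed storage gene was among the DEGs, and of 2 ribosomal protein genes and 1 photosystem gene edgeR called none at 6 hpi, while DESeq2 called 1 ribosomal gene higher, as did edgeR without Williams82 6 hpi library 1.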
